# Phytosterol accumulation results in ventricular arrhythmia, impaired cardiac function and death in mice

**DOI:** 10.1038/s41598-021-96936-x

**Published:** 2021-08-31

**Authors:** Hongfei Ge, Gongxin Liu, Tracy M. Yamawaki, Caroline Tao, Shawn T. Alexander, Kimberly Ly, Preston Fordstrom, Artem A. Shkumatov, Chi-Ming Li, Sridharan Rajamani, Mingyue Zhou, Brandon Ason

**Keywords:** Cardiovascular biology, Target identification

## Abstract

Heart failure (HF) and cardiac arrhythmias share overlapping pathological mechanisms that act cooperatively to accelerate disease pathogenesis. Cardiac fibrosis is associated with both pathological conditions. Our previous work identified a link between phytosterol accumulation and cardiac injury in a mouse model of phytosterolemia, a rare disorder characterized by elevated circulating phytosterols and increased cardiovascular disease risk. Here, we uncover a previously unknown pathological link between phytosterols and cardiac arrhythmias in the same animal model. Phytosterolemia resulted in inflammatory pathway induction, premature ventricular contractions (PVC) and ventricular tachycardia (VT). Blockade of phytosterol absorption either by therapeutic inhibition or by genetic inactivation of NPC1L1 prevented the induction of inflammation and arrhythmogenesis. Inhibition of phytosterol absorption reduced inflammation and cardiac fibrosis, improved cardiac function, reduced the incidence of arrhythmias and increased survival in a mouse model of phytosterolemia. Collectively, this work identified a pathological mechanism whereby elevated phytosterols result in inflammation and cardiac fibrosis leading to impaired cardiac function, arrhythmias and sudden death. These comorbidities provide insight into the underlying pathophysiological mechanism for phytosterolemia-associated risk of sudden cardiac death.

## Introduction

Phytosterolemia is a rare genetic disorder caused by mutations to ABCG5/8, a heterodimeric ABC sterol transporter responsible for blocking intestinal absorption of dietary cholesterol and phytosterols as well as the removal of cholesterol and phytosterols from circulation by promoting their transport into bile for secretion into the intestinal lumen^1^. It is characterized by elevated circulating phytosterols such as β-sitosterol, campesterol and stigmasterol and a remarkably high risk of cardiovascular disease^2–5^. Phytosterols are solely acquired from dietary sources such as vegetable oil, soybeans, nuts and seeds. Despite being present at comparable quantities as cholesterol in a typical human diet, phytosterols are largely prevented from entering circulation by ABCG5/8 expressed in the intestine as they are effectively excreted through bile via ABCG5/8^6–8^. Its function is essential as rare ABCG5/8 loss of function variants cause phytosterolemia and increase the risk of developing coronary artery disease, experiencing a myocardial infarction or sudden cardiac death^9–16^.

Niemann-Pick C1-Like 1 (NPC1L1) is the opposing sterol transporter^17–19^. While ABCG5/8 is responsible for dietary sterol excretion, NPC1L1 is responsible for the absorption of dietary cholesterol and phytosterols. NPC1L1 and ABCG5/8 together control dietary sterol input to maintain cholesterol and phytosterol homeostasis.

Phytosterolemia is considered a recessive disorder, requiring either homozygous or compound heterozygous inactivation of the ABCG5/8 transporter for disease manifestation. However, recent studies indicate that heterozygous carriers can exhibit a milder form of the disease^12,20^. To date, only a small number of patients have been diagnosed with phytosterolemia. However, 1 out of every 200,000 individuals are predicted to carry loss of function mutations in either AGCG5 or ABCG8 suggesting that phytosterolemia may be widely overlooked^21,22^. This may be attributed to the fact that phytosterolemia patients can be misdiagnosed with hypercholesterolemia, as standard analytical methods used to quantify cholesterol are unable to distinguish cholesterol from structurally related phytosterols^23^.

Phytosterolemia related cardiovascular outcomes are frequently attributed to coronary artery disease, a disease characterized by elevated circulating cholesterol (hypercholesterolemia) resulting in atherosclerosis even though clinical manifestations of phytosterolemia are notably distinct from hypercholesterolemia. To our knowledge, there are no known reports that exclude hypercholesterolemia or provide evidence of either cardiac damage or arrhythmias that contributed to cardiovascular outcomes for patients with phytosterolemia. However, it is worth noting that the ABCG5/8 rare coding variant, His250Tyr, was recently found to be associated with aortic valve stenosis, heart failure and sudden cardiac death^9^.

Sudden cardiac death is frequently attributed to arrhythmia and is commonly found to be associated with myocardial fibrosis^24–26^. Cardiac fibrosis is strongly considered as both a cause and a consequence of arrhythmias and HF^10,26,27^. Cardiac fibrosis can manifest in patients with rare inflammatory diseases such as sarcoidosis resulting in congestive HF, cardiac arrhythmias, or both^28^. The severity of cardiac fibrosis correlates with the incidence and progression of both HF and arrhythmias^27,29^. Patients with HF are predisposed to developing cardiac arrhythmias including complex ventricular arrhythmias, ventricular tachycardia and atrial fibrillation^30,31^. Likewise, cardiac arrhythmias predispose individuals to HF and contribute to worsening HF prognosis. This relationship between HF and cardiac arrhythmias is driven by numerous shared co-morbidities and overlapping pathologies.

We recently demonstrated that phytosterolemia can cause cardiac fibrosis, impair cardiac function and was associated with premature death in mice^23^. Here, we show that genetic inactivation or pharmacological inhibition of NPC1L1, which blocks intestinal absorption of phytosterols, compensated for the loss of ABCG5/8 function by preventing phytosterol induced inflammation and cardiac fibrosis, improved cardiac function, ablated ventricular arrhythmias and increased survival. Bulk RNA sequencing of cardiac tissue revealed that phytosterol accumulation was associated with an induction of inflammatory response genes as well as genes associated with arrhythmias. These disease-associated changes in gene expression were absent in ezetimibe treated mice, concurrent genetic inactivation of NPC1L1, or both. Taken together, our findings identify a previously unknown link between phytosterolemia, arrhythmia and sudden cardiac death in mice.

## Results

### Genetic inactivation of NPC1L1 corrects phytosterolemia induced inflammation, cardiac fibrosis, cardiac dysfunction and the incidence of death caused by ABCG5/8 deficiency

Our previous work demonstrated that phytosterolemia induced by feeding ABCG5/8 double knockout (DKO) mice a phytosterol enriched diet led to cardiac fibrosis and death^23^. It also revealed that three weeks of ezetimibe treatment reduced both plasma phytosterols and associated cardiac fibrosis^23^. Here, we utilized NPC1L1 knockout (KO) mice to determine if reducing phytosterol absorption by genetic inactivation could relieve phytosterolemia associated pathologies, including mortality^32^. Mice that were heterozygous KOs for both ABCG5/8 and NPC1L1 were crossed to each other (Het/Het x Het/Het) to produce, among others, the following cohorts used for our study: (1) wild type, (2) NPC1L1 homozygous KOs, (3) ABCG5/8 homozygous DKOs, and (4) NPC1L1, ABCG5/8 homozygous triple knockout (TKO) littermates. The animals produced from this cross were between 99 and 100% congenic to the C57Bl/6J background line. Twenty-week old littermates were placed on the phytosterol enriched diet (chow supplemented with 0.2% stigmasterol, 0.2% sitosterol) for 7 weeks. Sterol concentrations were determined by LC–MS/MS to differentiate cholesterol from the individual phytosterols. ABCG5/8 DKO mice fed a phytosterol enriched diet exhibited a significant increase in plasma phytosterols relative to wild type or NPC1L1 KO littermate controls (Fig. 1A–F). NPC1L1, ABCG5/8 TKO mice exhibited a significant reduction in phytosterol levels relative to ABCG5/8 DKO littermates. Interestingly, plasma β-sitosterol, stigmasterol, coprostanol and the coprostanol/cholesterol ratio in the NPC1L1, ABCG5/8 TKOs were significantly higher relative to the NPC1L1 KO and wild type littermates indicating that NPC1L1 inactivation is unable to fully counteract ABCG5/8 deficiency.

**Figure 1:**
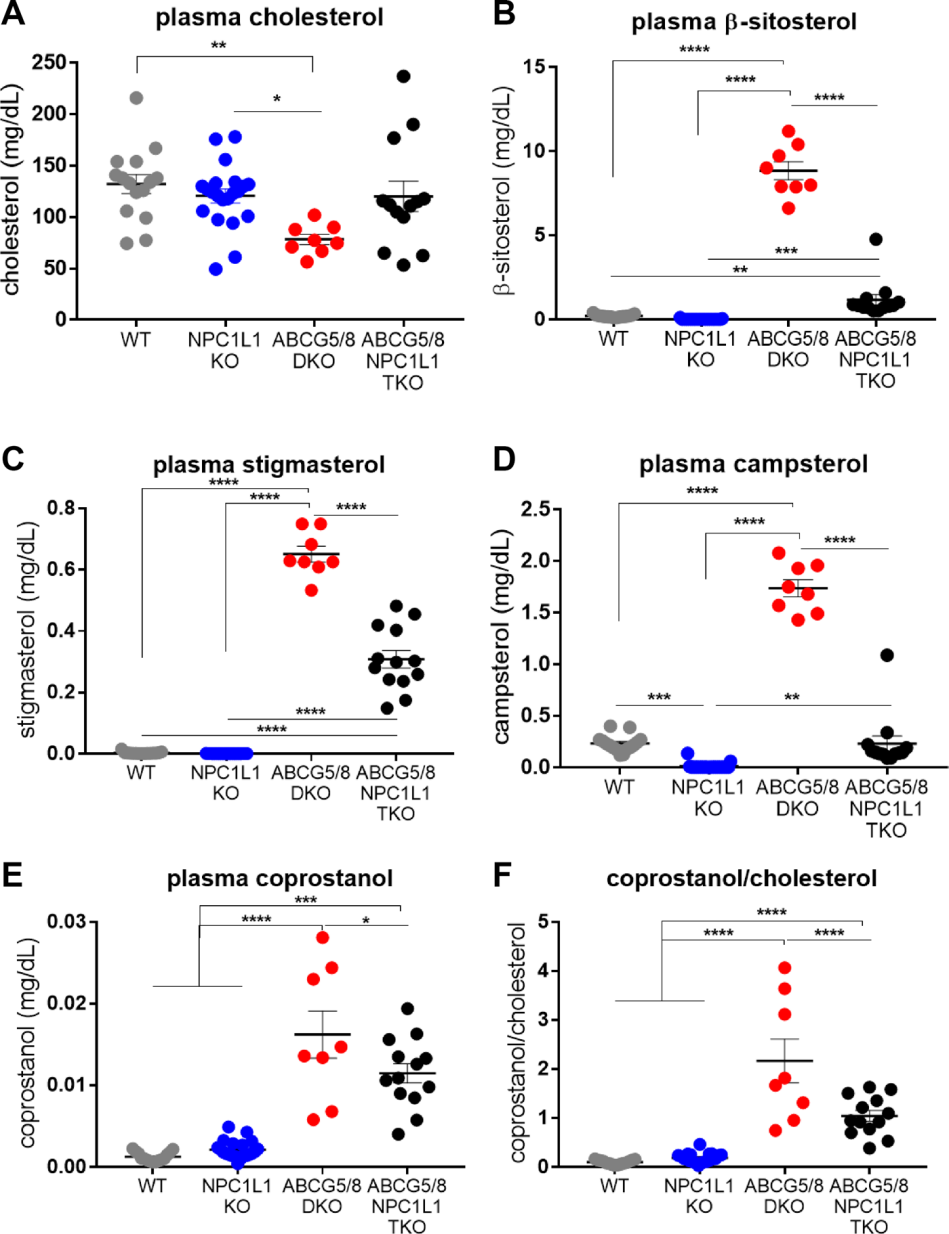
The NPC1L1, ABCG5/8 TKO exhibits a reduction in circulating phytosterols relative to ABCG5/8 DKO littermates. ABCG5/8 DKO exhibit reduced plasma cholesterol (**A**) and increased phytosterols (β-sitosterol (**B**), stigmasterol (**C**), campsterol (**D**), coprostanol (**E**)) as well as the coprostanol/cholesterol ratio (**F**). Circulating phytosterols accumulated in TKO mice in comparison to WT littermates but at much lower levels relative to ABCG5/8 DKO littermates. DKO—ABCG5/8 double knockout, TKO—ABCG5/8, NPC1L1 triple knockout. Individual data points (circles) are shown together with the sample mean (bar) ± SEM. Significance measured by one-way ANOVA—Tukey post-test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

We next assessed cardiac function using echocardiography. Left ventricular function was compared between conscious littermates at baseline, 3- and 6-weeks following placement on the phytosterol enriched diet. For all groups, echocardiographic end points such as left ventricular ejection fraction (EF) were relatively high at baseline due to the animals being conscious and possibly stressed during data acquisition. Cardiac function declined for ABCG5/8 DKO mice at week 3 and worsened further 6 weeks relative to the other groups following the switch to the phytosterol enriched diet as evident by a significant decrease in EF, fractional shortening (FS) and an increase in end systolic volume (ESV) and end diastolic volume (EDV) (Fig. 2A–D). This was associated with a modest decrease in stroke volume (SV) and heart rate (HR) for the ABCG5/8 DKOs compared to littermates (Fig. 2E,F). There was no difference in the heart to brain weight ratios between groups after 7 weeks indicating that LV dilation was not associated with a change in heart mass (Supplemental Fig. 1). The phytosterol induced decline in cardiac function was prevented through the simultaneous inactivation of NPC1L1 and ABCG5/8 as TKO mice exhibited measures of cardiac function that were comparable to both wild type and NPC1L1 KO littermate controls.

**Figure 2:**
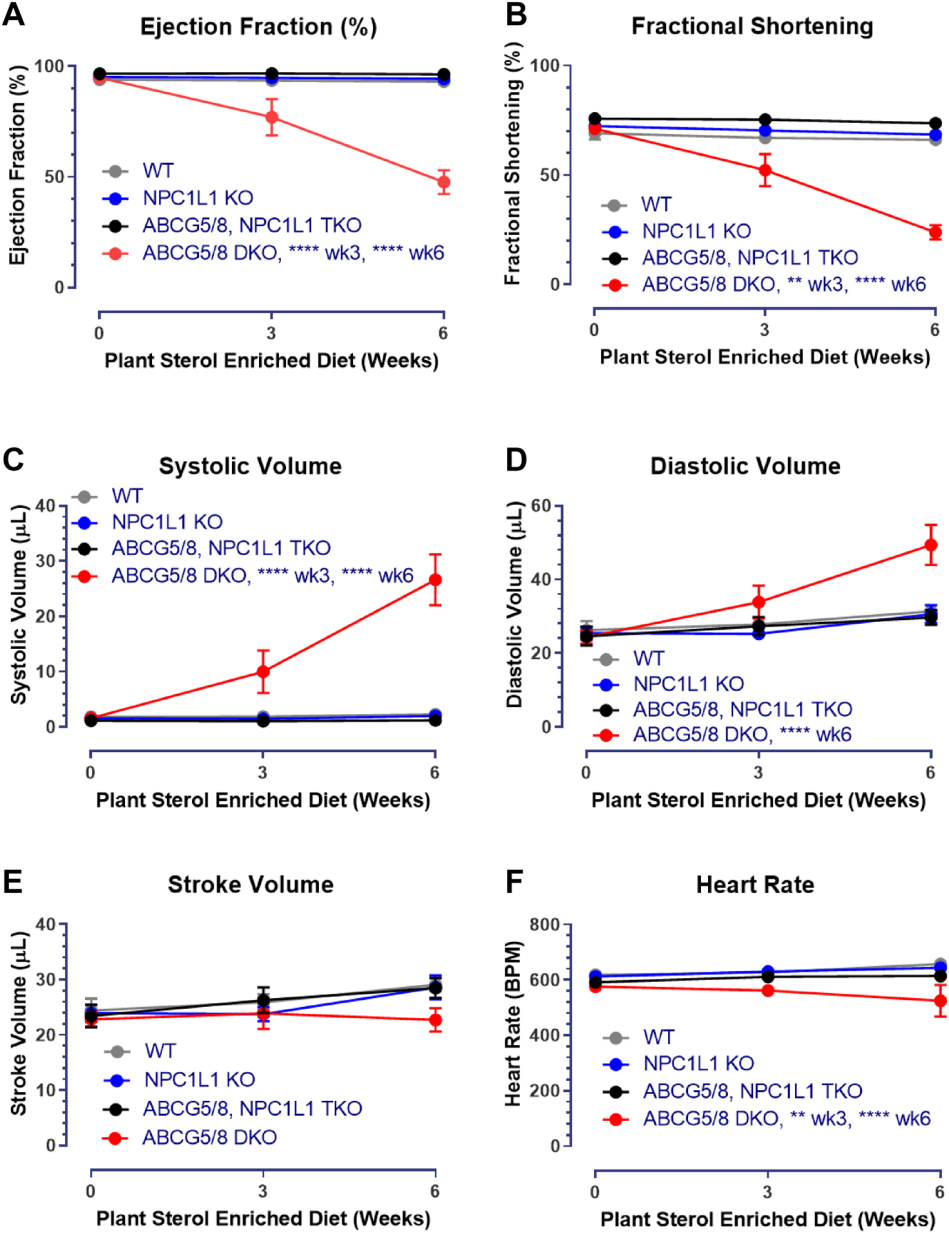
The NPC1L1, ABCG5/8 TKO exhibits improved cardiac function relative to ABCG5/8 DKO littermates. ABCG5/8 DKO mice exhibit decreased ejection fraction (**A**) and fractional shortening (**B**) and an increase in both systolic (**C**) and diastolic volume (**D**) with negligible changes to stroke volume (**E**) and a modest decrease in heart rate (**F**), which is indicative of impaired cardiac function and left ventricular dilation. These impairments in cardiac function are not observed for the TKO, NPC1L1 KO or WT littermate controls. DKO—ABCG5/8 double knockout, TKO—ABCG5/8, NPC1L1 triple knockout. Data represented as group means (circles) ± SEM. WT: N = 15/ group; NPC1L1 KO: N = 20–21/group; TKO: N = 11–13/group; DKO: N = 6–12/group. Significance measured using a mixed-effects model (REML)—Tukey’s multiple comparisons test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 relative to WT littermates). Data analyses performed blinded.

Histopathological assessment of hearts after 7 weeks of phytosterol diet-challenge revealed that NPC1L1, ABCG5/8 TKOs exhibited significantly lower cardiac fibrosis relative to ABCG5/8 DKO littermates. Fibrotic scores from H&E and trichrome stained hearts were comparable for the NPC1L1, ABCG5/8 TKOs when compared to either NPC1L1 KOs or wild type littermates. This contrasts the ABCG5/8 DKO group, which exhibited a fibrotic score of 4 on a 0–4 point scale indicating that the hearts in this group contained diffusely distributed fibrosis in the left and right ventricles as well as the interventricular septum, which were separated and often compressed in individual cardiomyocytes. Fibrotic areas contained mature and immature collagen with active fibroblasts mixed with inflammatory cells (macrophages, lymphoid cells, and rarely neutrophils) indicating an actively ongoing fibrotic process. (Fig. 3A,B, Supplemental Fig. 2). Elevated circulating phytosterols and cardiac fibrosis was associated with an increased incidence of death for ABCG5/8 DKO mice, while the reduction in phytosterols and cardiac fibrosis corresponded to a reduction in mortality for NPC1L1, ABCG5/8 TKO littermates (Fig. 3C). ABCG5/8 DKO mice began to die after 4 weeks of phytosterol-enriched diet challenge with only 4 out of 12 mice (30%) remaining after 7 weeks. This was preceded by a decline in body weight for the ABCG5/8 DKO group (Supplemental Fig. 3). The degree of cardiac fibrosis and the increased incidence of death also correlated with circulating inflammatory cytokine levels at week 3 (Fig. 3D,F). TNFa, TIMP-1, KC/GRO were all significantly elevated for the ABCG5/8 DKO group, consistent with phytosterolemia eliciting an inflammatory response triggering fibroblast activation and fibrosis. Collectively, these data indicate that NPC1L1 inactivation compensates for the loss of ABCG5/8 by attenuating phytosterol accumulation thereby reducing inflammation, cardiac fibrosis and mortality.

**Figure 3:**
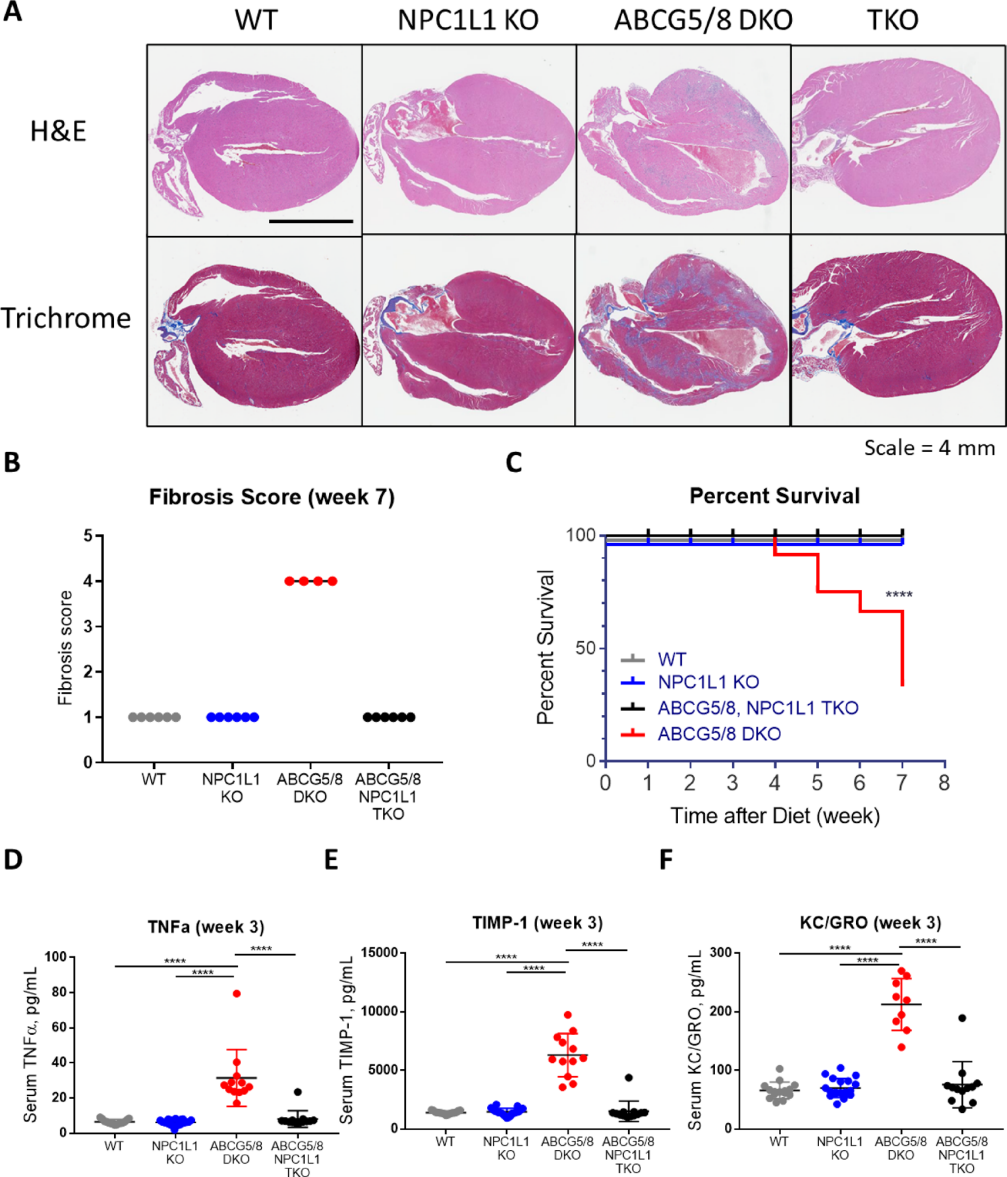
The NPC1L1, ABCG5/8 TKO exhibits reduced cardiac fibrosis, incidence of death and inflammation relative to ABCG5/8 DKO littermates. (**A**) Representative images from WT, NPC1L1 KO, ABCG5/8 DKO and NPC1L1, ABCG5/8 TKO mice at 7 weeks following the switch to the phytosterol enriched diet are shown. Scale bar equal 4 mm. (**B**) Cardiac fibrosis was scored as 0-within normal limits, 1-minimal, 2-mild, 3-moderate, and 4-severe. (**C**) ABCG5/8 DKO mice died beginning 4 weeks post-initiation of the phytosterol enriched diet. In contrast, the phytosterol enriched diet did not result in death in the TKO, NPC1L1 KO or WT littermate controls out to week 7 post-diet induction. Severe fibrosis in the ABCG5/8 DKO group at week 7 was associated with a significant increase in several inflammatory markers (serum TNF-α (**D**), TIMP-1 (**E**) and KC/GRO (**F**)) at week 3. DKO—ABCG5/8 double knockout, TKO—ABCG5/8, NPC1L1 triple knockout. Individual data points (circles) ± SEM are shown. WT: N = 15/ group; NPC1L1 KO: N = 21/group; TKO: N = 13/group; DKO: N = 12/group. Significance for panels D, E and F were measured by one-way ANOVA—Tukey post-test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). Significance for survival analysis, panel C, was measured by a log-rank Mantel-Cox test (****P < 0.0001). Histo-pathological assessment performed blinded.

### The NPC1L1 inhibitor, ezetimibe, only partially inhibits phytosterol transport

To determine if the NPC1L1 inhibitor, ezetimibe, is sufficient to completely inhibit phytosterol transport, we compared plasma phytosterol levels in NPC1L1 KO mice to mice treated with a maximum efficacious dose of ezetimibe (10 mg/kg, QD) for 3 weeks. Fifteen week-old littermates were placed on the phytosterol enriched diet and began daily ezetimibe or vehicle treatment (p.o.) on day 0. Three weeks of daily ezetimibe administration resulted in a significant reduction in plasma phytosterols and a significant increase in plasma cholesterol as measured by a two-way ANOVA—Sidak’s post-test, comparing the two independent variables, genotype and treatment (Fig. 4A–D). Genetic inactivation of NPC1L1 resulted in a greater reduction in circulating phytosterols relative to ezetimibe treatment as evident by the significantly lower plasma phytosterol levels in NPC1L1, ABCG5/8 TKOs relative to ABCG5/8 DKO littermates treated with ezetimibe. Reducing plasma phytosterol levels either by genetic inactivation of NPC1L1 or through NPC1L1 inhibition with ezetimibe led to a significant reduction in cardiac fibrosis (Fig. 4E,F, Supplemental Fig. 4).

**Figure 4:**
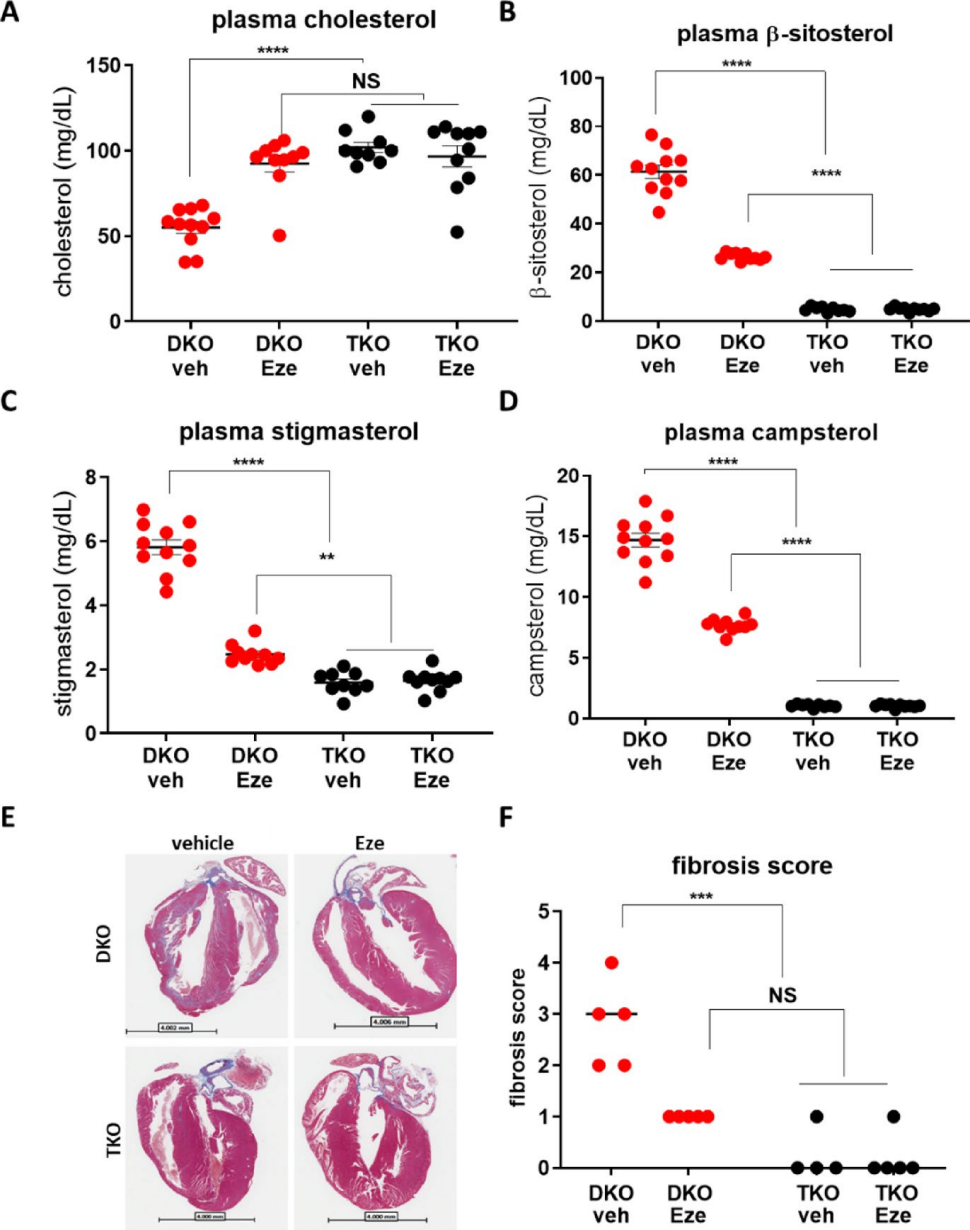
The NPC1L1 inhibitor, ezetimibe, partially prevents ABCG5/8 deficiency-derived phytosterolemia. Ezetimibe treatment led to increased plasma cholesterol (**A**) and decreased phytosterols (β-sitosterol (**B**), stigmasterol (**C**) and campsterol (**D**) in ABCG5/8 DKO mice. Plasma levels of phytosterols were lower in the NPC1L1, ABCG5/8 TKO relative to the ABCG5/8 DKO littermates treated with ezetimibe. Both ezetimibe and NPC1L1 KO decreased ABCG5/8 DKO induced fibrosis (**E**, **F**). DKO—ABCG5/8 double knockout, TKO—ABCG5/8, NPC1L1 triple knockout, veh—vehicle, Eze—ezetimibe. Individual data points (circles) are shown together with the sample mean (bar) ± SEM. Significance measured by two-way ANOVA—Sidak post-test (NS—not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). Histo-pathological assessment performed blinded.

### Phytosterolemia led to inflammation and arrhythmia pathway induction

To explore phytosterolemia induced changes in gene expression, we next examined the gene expression profiles from 21 cardiac tissue samples that were collected from ABCG5/8 DKO and ABCG5/8, NPC1L1 TKO mice three weeks after the simultaneous placement on a phytosterol-enriched diet and initiation of either ezetimibe (10 mg/kg, QD) or vehicle control treatment. 

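Targeted genes were examined first, in each of the 20 cardiac libraries analysed here. The DKO mice lack Abcg5 and Abcg8, the paired transporters that return plant sterols to the gut lumen and the bile, and the TKO mice also lack Npc1l1, the sterol transporter that ezetimibe inhibits. Abcg5 had at most 9 counts and Abcg8 at most 7 counts in any library. Npc1l1, on chromosome 11 of GRCm38 from 6211013 to 6230143, had between 181 and 314 counts in each of the 9 libraries labelled TKO, and between 0 and 14 counts in each of the 11 libraries labelled DKO. Its mean was 7.62 ± 0.711 CPM (SD, n = 9) in libraries labelled TKO and 0.112 ± 0.115 CPM (SD, n = 11) in libraries labelled DKO, and no library lay in the range of the other genotype. This direction is opposite to the genotype labels, which name Npc1l1 as inactivated in TKO mice. Groups are therefore named by their labels throughout, and each difference between DKO and TKO libraries rests on those labels. The table gives counts per gene and does not show which part of Npc1l1 the reads came from. An exchange of the labels throughout may give this pattern, and so may transcripts of an altered allele. The treatment response weighs against the exchange. Between vehicle and ezetimibe, 4725 genes differed in libraries labelled DKO and 0 in libraries labelled TKO (edgeR, adjusted p below 0.01).

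**Figure D1:**
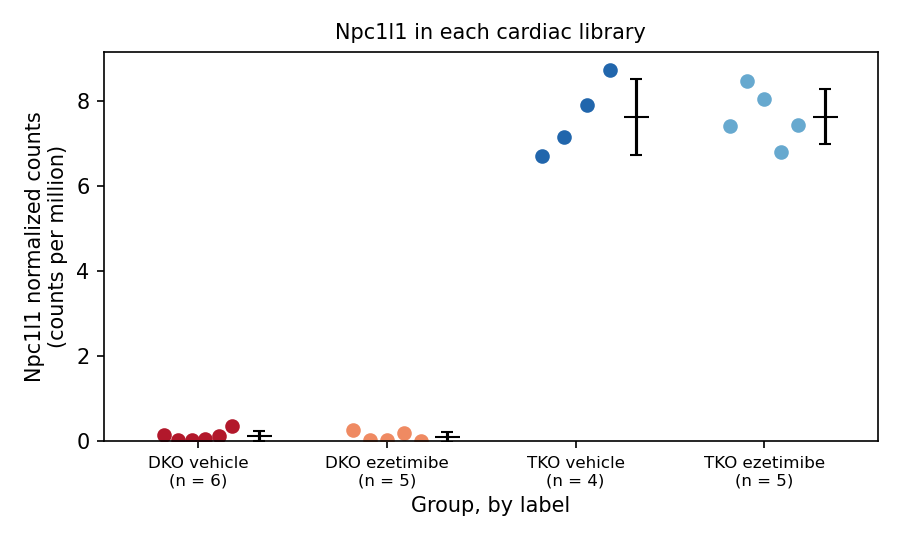
Npc1l1 in CPM (vertical axis) in each cardiac library, by labelled group (horizontal axis). Each point is 1 library, and the bar and whiskers to its right give the mean and SD of the group. The 9 libraries labelled TKO lay between 6.69 and 8.72 CPM and the 11 libraries labelled DKO between 0 and 0.358 CPM.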

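RNA-seq values were analysed for 6 libraries labelled DKO vehicle, 5 labelled DKO ezetimibe, 4 labelled TKO vehicle and 5 labelled TKO ezetimibe, where treated mice received 10 mg/kg ezetimibe for 3 weeks and every group was fed a phytosterol-enriched diet. The paper gives N = 5 for TKO vehicle and 21 samples in all, and its methods state that a single untreated TKO sample was removed as an outlier. The authors aligned stranded paired-end reads to GRCm38 and deposited estimated counts per gene, without normalization, together with FPKM values scaled to the 70th percentile of each sample (FPKQ). Of the counts above 0, 22.7% were not whole numbers, and counts were rounded to whole numbers before testing. Estimated counts per library, ranged from 33 to 38 M (median 36) for DKO vehicle, from 29.1 to 39.4 M (median 31.8) for DKO ezetimibe, from 31.9 to 41.3 M (median 35.6) for TKO vehicle and from 25.9 to 33.2 M (median 32.4) for TKO ezetimibe. The paper states a minimum depth of 30 M read pairs, whereas these totals are counts assigned to genes. A total of 3 counts, taken as the smallest detectable level, corresponded to between 0.0716 and 0.119 CPM, a floor that covers counting error only. Replicates were distinct, since each pair of libraries within a group differed by a chi-square of at least 13.8 per degree of freedom. Counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test in a single fit of all 4 groups, over the 16658 genes with at least 10 counts in at least 4 libraries. Genes with a Benjamini-Hochberg adjusted p below 0.01, the cutoff of the paper, were called differentially expressed (DE). The choices that moved the counts of DE genes in the DKO vehicle comparisons most were a required 2-fold change, an adjusted p below 0.05 as the threshold, the groups included in the fit, and airway and hepatocyte covariates, the last chosen after the data were examined, whereas RLE size factors in place of TMM moved the count relative to DKO ezetimibe only from 4725 to 4769. Scaling by library size alone in place of TMM shifted the median log2 difference of all tested genes to 0.241 between DKO vehicle and DKO ezetimibe libraries and to 0.148 between DKO vehicle and TKO vehicle libraries. That shift went with the mitochondrial gene copies on chromosome 1, which took 12.4% ± 2.08 (SD, n = 6) of counts in DKO vehicle libraries and 22.2% ± 1.16 (SD, n = 5) in DKO ezetimibe libraries. The counts held 0 mitochondrially encoded genes, so that counts on these copies cannot be told apart from reads of the mitochondrial genome.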

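Principal components were computed from log2(FPKQ + 1) of the 30229 genes with a value above 0 in at least 1 of the 20 libraries, each gene centred and scaled. PC1 carried 25.59% of the variance and PC2 10.62%. The mean PC1 score was 119 ± 65.1 (SD, n = 6) in libraries labelled DKO vehicle and -44.7 ± 12.3 (SD, n = 5) in libraries labelled DKO ezetimibe, with every DKO vehicle library above every DKO ezetimibe library (exact two-sided permutation test, p = 0.0043, Benjamini-Hochberg adjusted p = 0.019 over 12 tests of 2 components). DKO vehicle libraries were also above every library labelled TKO vehicle (mean -52.7 ± 26.5, SD, n = 4, exact permutation p = 0.0048, the smallest these group sizes allow) and every library labelled TKO ezetimibe (mean -56.2 ± 15.1, SD, n = 5, exact permutation p = 0.0022, also the smallest possible). Within the DKO vehicle group the PC1 scores ranged from 43.1 to 200, a wider spread than in any other group. The share of variance on PC1 moved most when genes were left unscaled, to 49.6%.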

To explore the similarity in gene expression across conditions, we performed a principal component analysis (PCA) and observed a separation from ezetimibe and vehicle treated DKO samples in the first principle component (PC1), which explained 25.6% of the variance. The DKO ezetimibe treated cardiac samples clustered with TKO ezetimibe and vehicle treated cardiac tissue samples (Fig. 5A).

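PC1 scores of libraries labelled DKO ezetimibe overlapped those of libraries labelled TKO vehicle (exact two-sided permutation test, p = 0.56) and TKO ezetimibe (exact p = 0.24). The 2 TKO groups overlapped as well (exact p = 0.83). On PC2 no pair of groups was separated (smallest exact p = 0.23 over 6 pairs), and the most distant score, 167, belonged to replicate 2 of TKO vehicle. At the level of single genes, 38 genes were DE between DKO ezetimibe and TKO vehicle libraries, of which 28 were higher in DKO ezetimibe. Between DKO ezetimibe and TKO ezetimibe libraries, 11 genes were DE, 9 of them higher in DKO ezetimibe. No gene was DE between TKO vehicle and TKO ezetimibe libraries, where 948 genes had an unadjusted p below 0.05 and 833 would by chance. With DESeq2 in place of edgeR, the counts for the 3 comparisons were 217, 48 and 12 genes.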

**Figure 5:**
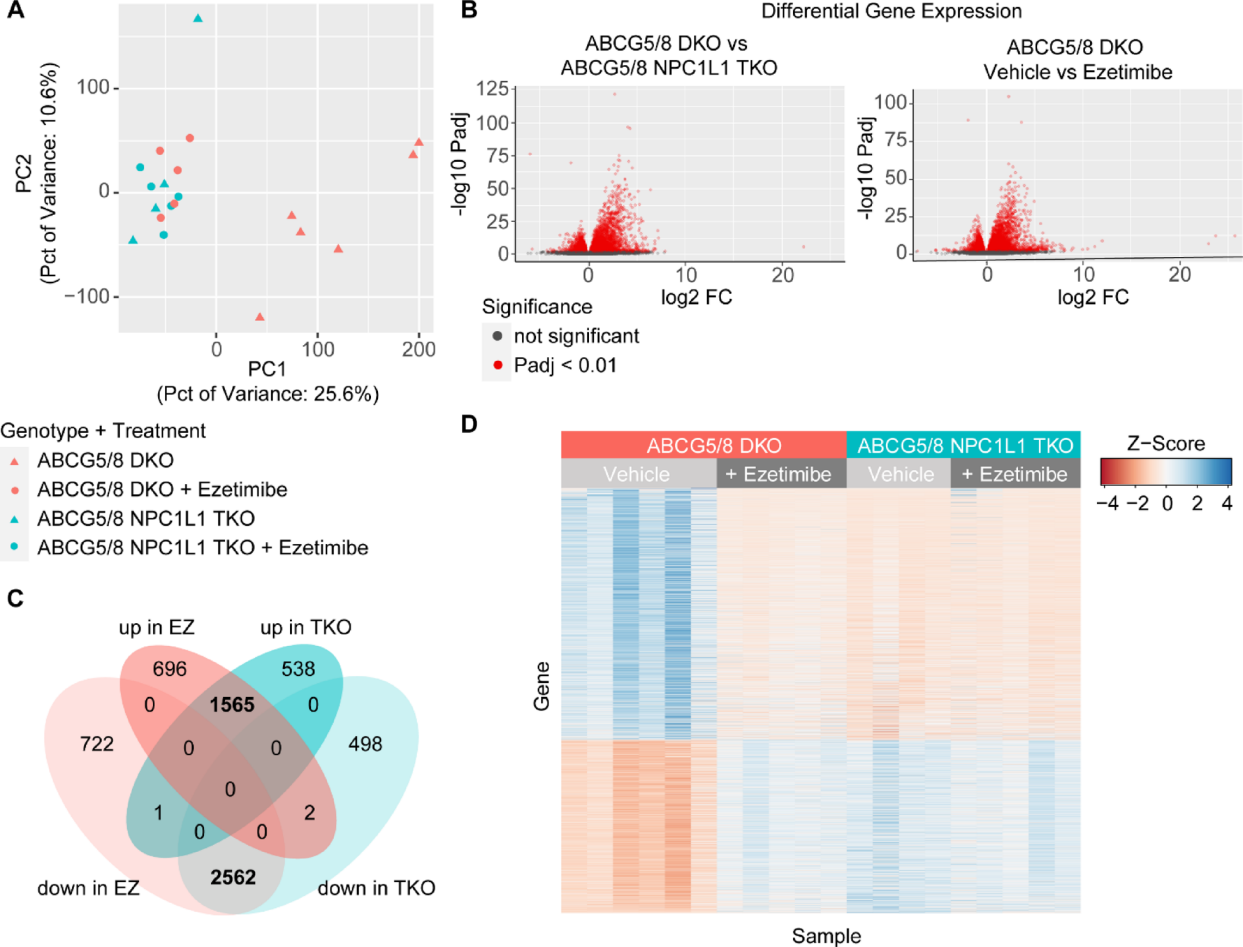
RNA-seq analysis of heart samples. (**A**) Plot of first two components of principal component analysis (PCA) of gene expression. ABCG5/8 double knockout (DKO) samples are filled with red and ABCG5/8 NPC1L1 triple knockout (TKO) samples are filled with cyan. Vehicle samples are triangles and ezetimibe treated samples are circles. (**B**) Volcano plots of *P* values from differential expression analysis versus log2 fold change in gene expression as calculated using DEseq2 comparing DKO untreated to TKO or DKO ezetimibe treated samples. A positive fold change value indicates higher expression in ABCG5/8 DKO untreated samples. (**C**) Venn diagram demonstrating overlap in differentially expressed (DE) genes from two comparisons. (**D**) Heatmap of gene expression (quantile normalized FPKM) Z-scores of DE genes identified comparing DKO and TKO conditions. DKO + vehicle: N = 6/group; DKO + ezetimibe: N = 5/group; TKO + vehicle: N = 5/group; TKO + ezetimibe: N = 5/group.

We next identified differentially expressed (DE) genes in DKO vehicle treated samples relative to DKO ezetimibe treated and TKO cardiac tissue samples. 

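In libraries labelled DKO vehicle relative to libraries labelled DKO ezetimibe, 4725 of the tested genes were DE, with 2997 higher (63.4%) and 1728 lower in DKO vehicle. The share higher depended on the setting. It was 90.9% with at least a 2-fold change, 89.9% with airway and hepatocyte scores as covariates and 55.2% with offsets for GC content and gene length. The covariates and offsets were chosen after the data were examined. Relative to libraries labelled TKO vehicle, 4456 genes were DE, with 2803 higher and 1653 lower in DKO vehicle. The count for the DKO comparison moved most, to 1025 genes, when the airway and hepatocyte gene scores of each library entered the fit as covariates, an alternative chosen after the data were examined. These scores explained 70.8% of the grouping of DKO vehicle and DKO ezetimibe, so that the lower count can also come from lost information. With the same covariates, 3116 genes were DE relative to TKO vehicle, where the scores explained 38.7% of the grouping. The count for the TKO comparison moved most when at least a 2-fold change was required, to 1860 genes. Among DE genes whose groups did not overlap, the largest increase over DKO ezetimibe was that of Cyp2a5 (chromosome 7, 26835305 to 26843548), at least 265-fold higher. Its level was 26 ± 26.6 CPM (SD, n = 6) in DKO vehicle libraries, and all 5 DKO ezetimibe libraries were at 0 (adjusted p = 0.0068 from edgeR's quasi-likelihood test). Cyp2a5 ranged from 0.168 to 58.6 CPM between DKO vehicle libraries, and its difference in mean CPM had p = 0.063 by the exact two-sided permutation test. Its call was not kept in 10 of 23 alternative settings. Those were limma-voom, the airway and hepatocyte covariates, leaving out DKO vehicle replicate 6, 7 or 9, and leaving out any DKO ezetimibe library. Replicates 6, 7 and 9 had the highest airway scores of DKO vehicle, 4.22, 4.11 and 4.27, so that RNA of other tissues may account for part of its level. Relative to TKO vehicle, Sprr1a (chromosome 3, 92483952 to 92485895) rose from 0.0945 ± 0.0671 CPM (SD, n = 4) to 14.4 ± 13.8 CPM (SD, n = 6), a log2 fold change of 7.23 (SE 1, adjusted p = 1.2e-05 from the same edgeR test). By the exact permutation test on CPM the difference in Sprr1a had p = 0.052. The chemokine gene Ccl8 (chromosome 11, 82115185 to 82116799) rose from 1.2 ± 0.643 CPM to 107 ± 45.1 CPM, a log2 fold change of 6.48 (SE 0.46, adjusted p = 4.4e-09 from the same edgeR test). Of genes lower in DKO vehicle, Chrna2 (chromosome 14, 66135039 to 66152948) was 0.476 ± 0.296 CPM against 2.29 ± 0.487 CPM in DKO ezetimibe (log2 fold change -2.26, SE 0.34, adjusted p = 2.9e-05 from edgeR) and 3.48 ± 1.69 CPM in TKO vehicle (log2 fold change -2.85, SE 0.35, adjusted p = 2.6e-06 from edgeR).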

DEseq2 analysis using a cutoff of padj < 0.01 uncovered 5,548 DE genes in DKO ezetimibe treatment and 5,166 DE genes in the TKO relative to vehicle treated DKO (Fig. 5B, Supplemental Table 1). 

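Of the DE genes in the comparisons of libraries labelled DKO vehicle with DKO ezetimibe and with TKO vehicle, 2357 were higher in DKO vehicle in both, and 1208 were lower in DKO vehicle in both. A gene lower in DKO vehicle is one that was upregulated in the other 2 groups. A further 1159 genes were DE only relative to DKO ezetimibe, and 890 only relative to TKO vehicle, so that 5615 genes were DE in at least 1 of the comparisons. Requiring at least a 2-fold change moved the shared genes lower in DKO vehicle most, to 85. The shared genes higher in DKO vehicle moved most, to 895, with the airway and hepatocyte scores as covariates, chosen after the data were examined. Because the scores followed the grouping of DKO vehicle and DKO ezetimibe, that fall can also come from lost information.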

DE genes from the two analyses demonstrated high overlap with 1,565 shared genes significantly upregulated and 2562 genes downregulated in both DKO ezetimibe treated and TKO vehicle treated samples. Furthermore, we observed high consistency in the directionality of expression and few inverse effects in the two comparisons with only 3 DE genes with significant upregulation in DKO ezetimibe treated or TKO samples and downregulated in the other comparison (Fig. 5C). 

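A single gene, Per2 (chromosome 1, 91415982 to 91459324), was DE in opposite directions. Its level was 22.4 ± 4.33 CPM (SD, n = 6) in libraries labelled DKO vehicle, 32.2 ± 1.93 CPM (SD, n = 5) in libraries labelled DKO ezetimibe and 15.6 ± 3.05 CPM (SD, n = 4) in libraries labelled TKO vehicle. The log2 fold change of DKO vehicle over DKO ezetimibe was -0.52 (SE 0.12, adjusted p = 0.002 from edgeR's quasi-likelihood test), and that over TKO vehicle was 0.53 (SE 0.13, adjusted p = 0.0039 from the same edgeR test). Across the 16658 tested genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of 0.831. Both comparisons use the same DKO vehicle libraries, which raises this correlation, and the r to be had without a shared effect was not computed. With an adjusted p below 0.05 as the threshold, 9 genes were in opposite directions. Per2 libraries overlapped in both comparisons (exact two-sided permutation test on CPM, p = 0.0065 relative to DKO ezetimibe and 0.033 relative to TKO vehicle). Over 24 alternative settings its log2 fold change over TKO vehicle ranged from 0.167 to 0.67, and its call was not kept in 9 of them. Per2 is a clock gene, and it was also lower in TKO vehicle than in TKO ezetimibe libraries (23.5 ± 2.48 CPM, SD, n = 5). That difference had p = 0.0079 by the exact two-sided permutation test and an adjusted p of 0.45 from edgeR. A difference between groups in the time of day at collection was not ruled out for Per2.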

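Relative to libraries labelled TKO ezetimibe, 4989 genes were DE in libraries labelled DKO vehicle, with 3078 higher and 1911 lower. Taking all 3 comparisons of DKO vehicle together, 2288 genes were higher in DKO vehicle in each and 1102 were lower in each. The log2 fold changes over TKO ezetimibe had a Pearson r across genes of 0.767 with those over DKO ezetimibe and of 0.847 with those over TKO vehicle. All 3 comparisons use the same DKO vehicle libraries, so these r values alone do not show a shared effect. The effect of ezetimibe differed between libraries labelled DKO and TKO for 1817 genes in the test of the genotype by treatment interaction (edgeR, adjusted p below 0.01), of which 1313 had the larger vehicle excess in DKO libraries.

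**Figure D2:**
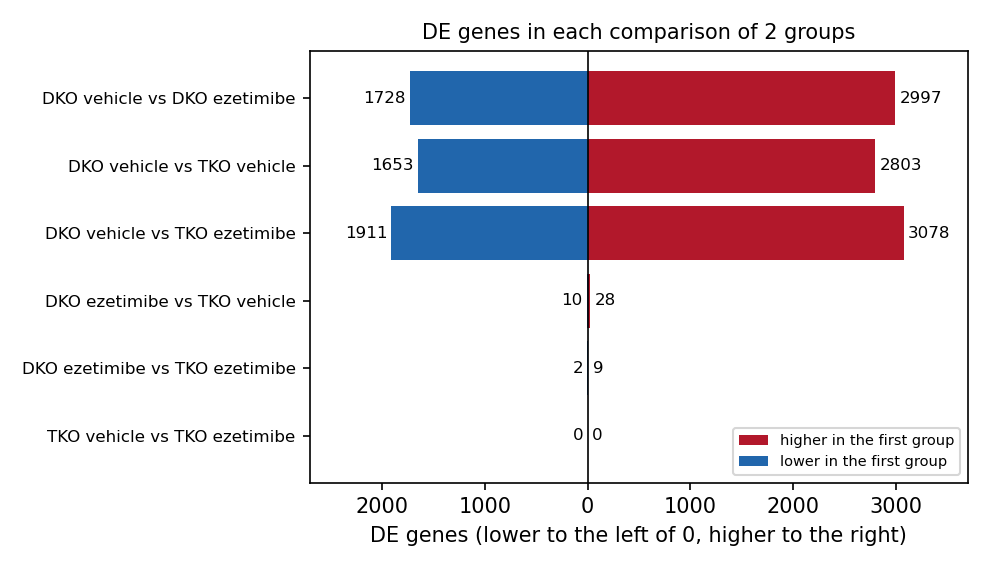
Number of DE genes (horizontal axis) in each comparison of 2 labelled groups (vertical axis), with genes higher in the first group to the right of 0 and genes lower to the left. The 3 comparisons of DKO vehicle had 4725, 4456 and 4989 DE genes, and the 3 comparisons among the other groups had 38, 11 and 0.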

Overall, the comparison between differentially expressed genes from the DKO vs. TKO-vehicle, DKO vs. DKO-ezetimibe and DKO vs. TKO-ezetimibe samples exhibited a high degree of overlap to one another (Fig. 5D).

With DE genes identified, we next explored functional pathways affected by ezetimibe treatment or NPC1L1 gene inactivation using gene ontology (GO) enrichment analysis and Ingenuity Pathway Analysis (IPA). We observed a high degree of overlap in GO terms enriched in the comparisons. 

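The annotations behind the GO and IPA analyses were not used here. Instead, 9 Reactome pathway sets were tested with Fisher's exact test against the other tested genes that belong to any Reactome set, 5164 genes in all. Genes of extracellular matrix organization were DE and higher in libraries labelled DKO vehicle in 57.5% of 212 cases relative to DKO ezetimibe, against 23.2% of other genes (Benjamini-Hochberg adjusted p = 1.1e-24 over 36 tests), and in 54.7% of cases relative to TKO vehicle, against 21.5% (adjusted p = 7.8e-24). Collagen formation genes were higher in 52.4% and 54% of 63 cases in the same order (adjusted p = 3.4e-06 and 1.3e-07). In the other direction, genes of the citric acid cycle and respiratory electron transport were lower in DKO vehicle in 75.8% of 120 cases relative to DKO ezetimibe (adjusted p = 1e-61) and in 76.7% relative to TKO vehicle (adjusted p = 4e-62). All 14 tested genes of mitochondrial fatty acid beta-oxidation were lower in both comparisons (adjusted p = 1.5e-13 and 1.8e-13). For cholesterol biosynthesis the share of genes lower in DKO vehicle did not differ from other genes in either comparison (adjusted p = 0.51 and 0.18). The share higher in DKO vehicle was 0 of 22 genes relative to TKO vehicle, against 23% of other genes (adjusted p = 0.006), and 18.2% relative to DKO ezetimibe, against 24.7% (adjusted p = 0.62).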

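Of the 767 tested genes in the Reactome immune system set, 347 (45.2%) were DE and higher in libraries labelled DKO vehicle than in libraries labelled DKO ezetimibe, against 21% of the other 4397 genes with a Reactome annotation (odds ratio 3.1, Fisher's exact test, Benjamini-Hochberg adjusted p = 3.2e-41). Relative to libraries labelled TKO vehicle, 334 (43.5%) were higher, against 19.3% of other genes (odds ratio 3.23, adjusted p = 7.6e-43). Interferon signaling genes had the largest share among the immune sets, 65.7% of 105 genes relative to DKO ezetimibe and 62.9% relative to TKO vehicle (adjusted p = 1.2e-18 and 3.4e-18), and cytokine signaling genes followed with 54.9% of 204 genes in each comparison. Genes of the immune system set that were lower in DKO vehicle made up 4.95% in each comparison, below the 12.5% and 12.8% of other genes. With the airway and hepatocyte scores as covariates, chosen after the data were examined, the share of immune system genes higher than in DKO ezetimibe moved most, to 25.3%, against 5.66% of other genes in the same fit (odds ratio 5.64, Fisher's exact test, p = 1.7e-54).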

Notably, many of the highly significant GO terms are related to immune function and inflammation such as GO:0002376, immune system process [*P* < 1e−30 both comparisons] and GO:0006954, inflammatory response [*P* < 1e−30 both comparisons] (Fig. 6A, Supplemental Table 1). 

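Tgfb1, Tnf, Cxcl1, Il6, Il1b and Timp1, the genes of Fig. 6B, were each DE and higher in libraries labelled DKO vehicle than in libraries labelled DKO ezetimibe, TKO vehicle and TKO ezetimibe, and no library of another group reached the lowest DKO vehicle library for any of the 6 genes. Timp1 (chromosome X, 20870166 to 20874735) was 86.8 ± 58.7 CPM (SD, n = 6) in DKO vehicle, 4.22 ± 0.611 CPM (SD, n = 5) in DKO ezetimibe, 2.31 ± 1.34 CPM (SD, n = 4) in TKO vehicle and 2.15 ± 0.233 CPM (SD, n = 5) in TKO ezetimibe. Its log2 fold changes of DKO vehicle over the 3 groups were 4.36 (SE 0.49), 5.23 (SE 0.58) and 5.33 (SE 0.53), with adjusted p of 1.2e-06, 7.3e-07 and 1.4e-07 from edgeR's quasi-likelihood test. Tgfb1 (chromosome 7, 25687002 to 25705077) was 27.4 ± 9.24 CPM in DKO vehicle and 10.8 ± 1.4, 10.3 ± 1.83 and 10.5 ± 2.08 CPM in the other groups in the same order, with log2 fold changes of 1.34, 1.41 and 1.39 (SE 0.2, 0.21 and 0.2). The other 4 genes were expressed at low levels. Cxcl1 (chromosome 5, 90891241 to 90893115) was 2.59 ± 1 CPM in DKO vehicle against means of 0.603, 0.923 and 0.718 CPM. Il1b (chromosome 2, 129364570 to 129371139) was 2.52 ± 2.48 CPM against 0.0761, 0.396 and 0.193 CPM. Its difference in mean CPM from TKO vehicle was not established by the exact two-sided permutation test (p = 0.11), although the libraries did not overlap and edgeR gave an adjusted p of 0.0057. Il6 (chromosome 5, 30013114 to 30019981) was 1.52 ± 0.976 CPM against 0.0542, 0.0516 and 0.102 CPM, and Tnf (chromosome 17, 35199381 to 35202007) was 1.05 ± 0.453 CPM against 0.12, 0.212 and 0.146 CPM. The Il6 means of the 3 other groups and the Il1b mean of DKO ezetimibe were near the 3-count floor. Only 3 of the 6 genes could be called when 10 counts were required in every library.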

Taking a closer look at candidate inflammation-related genes, we observed upregulation of these genes in the vehicle treated DKO cardiac tissue samples relative to ezetimibe treated DKO, ezetimibe and vehicle treated TKO cardiac tissue samples (Fig. 6B). Similarly, IPA analysis identified significant enrichment of inflammatory response pathways [*P* = 5.89e−84 (DKO v TKO), 5.48e−83 (DKO vs treated)] and gene expression of DE genes in this category also showed upregulation in DKO vehicle treated samples relative to ezetimibe and vehicle treated TKO samples (Fig. 6C). 

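The 50 inflammatory response genes listed in Fig. 6C, which are the paper's own calls on these samples, were all DE and higher in libraries labelled DKO vehicle than in libraries labelled DKO ezetimibe and TKO vehicle, both over all genes tested and with adjustment over the list alone. Relative to DKO ezetimibe their median log2 fold change was 2.5, with a range from 1.18 to 4.03, and relative to TKO vehicle it was 3.05, with a range from 1.62 to 4.58. The mean log2(CPM + 1) of the 50 genes was 5.13 ± 0.359 (SD, n = 6) in DKO vehicle, 2.99 ± 0.0778 (SD, n = 5) in DKO ezetimibe, 2.56 ± 0.139 (SD, n = 4) in TKO vehicle and 2.63 ± 0.103 (SD, n = 5) in TKO ezetimibe. Every DKO vehicle library lay above every library of the other groups (exact two-sided permutation test, p = 0.0022 against DKO ezetimibe and 0.0048 against TKO vehicle, the smallest these group sizes allow). Every DKO ezetimibe library in turn lay above every TKO library, by 0.43 on average relative to TKO vehicle and 0.365 relative to TKO ezetimibe (exact permutation p = 0.0079 for each, Benjamini-Hochberg adjusted p = 0.025 over 150 list tests). Ch25h, on chromosome 19 from 34473778 to 34475164, had the largest increase over DKO ezetimibe, from 0.506 ± 0.131 to 8.3 ± 2.79 CPM (log2 fold change 4.03, SE 0.29, adjusted p = 8.2e-09 from edgeR). Tlr13, on chromosome X from 106143204 to 106160493, had the largest increase over TKO vehicle, from 1.35 ± 0.195 to 32.3 ± 14.6 CPM (log2 fold change 4.58, SE 0.29, adjusted p = 1.4e-09 from edgeR).

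**Figure D3:**
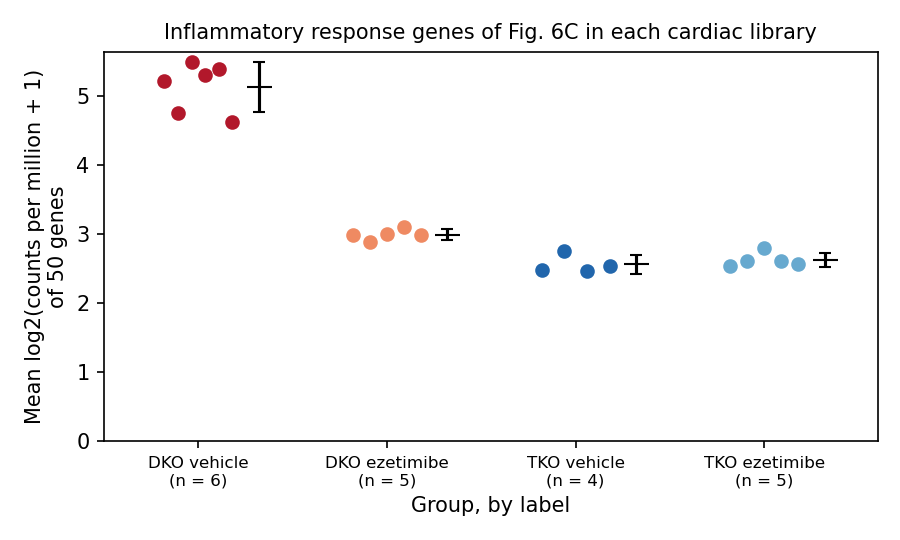
Mean log2(CPM + 1) of the 50 inflammatory response genes of Fig. 6C (vertical axis) in each library, by labelled group (horizontal axis). Each point is 1 library, and the bar and whiskers give the mean and SD of the group. DKO vehicle libraries lay between 4.62 and 5.49, DKO ezetimibe libraries between 2.88 and 3.1, and the TKO libraries between 2.46 and 2.8.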

Additionally, in the IPA analysis, the arrhythmia disease category demonstrated significant enrichment [*P* = 1.58e−6 (DKO v TKO), 3.69e−6 (DKO vs treated)] with similar gene expression patterns of DE genes in ezetimibe treated DKO and TKO samples (Fig. 6D).

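Of the 50 arrhythmia genes listed in Fig. 6D, also the paper's own calls, 34 were DE in the same direction in libraries labelled DKO vehicle relative to both DKO ezetimibe and TKO vehicle. Relative to DKO ezetimibe 38 of the genes were DE, 31 higher and 7 lower in DKO vehicle, and relative to TKO vehicle 42 were DE, 30 higher and 12 lower. With adjustment over the 50 genes alone these numbers were 42 and 50. None of the 50 genes was DE between DKO ezetimibe and TKO vehicle libraries, where 12 had an unadjusted p below 0.05 and 2 were past the threshold with adjustment over the 50 genes alone. The largest increases were those of Il6 and of Ccl12 (chromosome 11, 82101845 to 82103400). Ccl12 was 12.8 ± 5.06 CPM (SD, n = 6) in DKO vehicle, 0.695 ± 0.2 CPM (SD, n = 5) in DKO ezetimibe and 0.571 ± 0.413 CPM (SD, n = 4) in TKO vehicle, with log2 fold changes of 4.21 (SE 0.43) and 4.49 (SE 0.48) and adjusted p of 3.4e-07 and 4.7e-07 from edgeR's quasi-likelihood test. The largest decrease was that of Kcnip2 (chromosome 19, 45791839 to 45816061), which encodes a subunit of the transient outward potassium channel. It was 65.1 ± 33.8 CPM in DKO vehicle, 172 ± 8.46 CPM in DKO ezetimibe and 182 ± 24.3 CPM in TKO vehicle, with log2 fold changes of -1.4 (SE 0.27) and -1.48 (SE 0.29) and adjusted p of 0.00042 and 0.00037 from edgeR. Mettl11b followed with -1.34 and -1.46, and was past the threshold in neither comparison (adjusted p = 0.022 and 0.018 from edgeR). Colq had an adjusted p of 0.49 relative to DKO ezetimibe and 0.00024 relative to TKO vehicle. The number of genes DE in both comparisons moved most, to 11, with the airway and hepatocyte scores as covariates, chosen after the data were examined. Lost information can also lower this number, since the scores followed the grouping of DKO vehicle and DKO ezetimibe. From the bulk RNA sequencing, the paper states that phytosterol accumulation went with induction of inflammatory response and arrhythmia genes, and that these changes were absent under ezetimibe, with NPC1L1 inactivated, or with both.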

**Figure 6:**
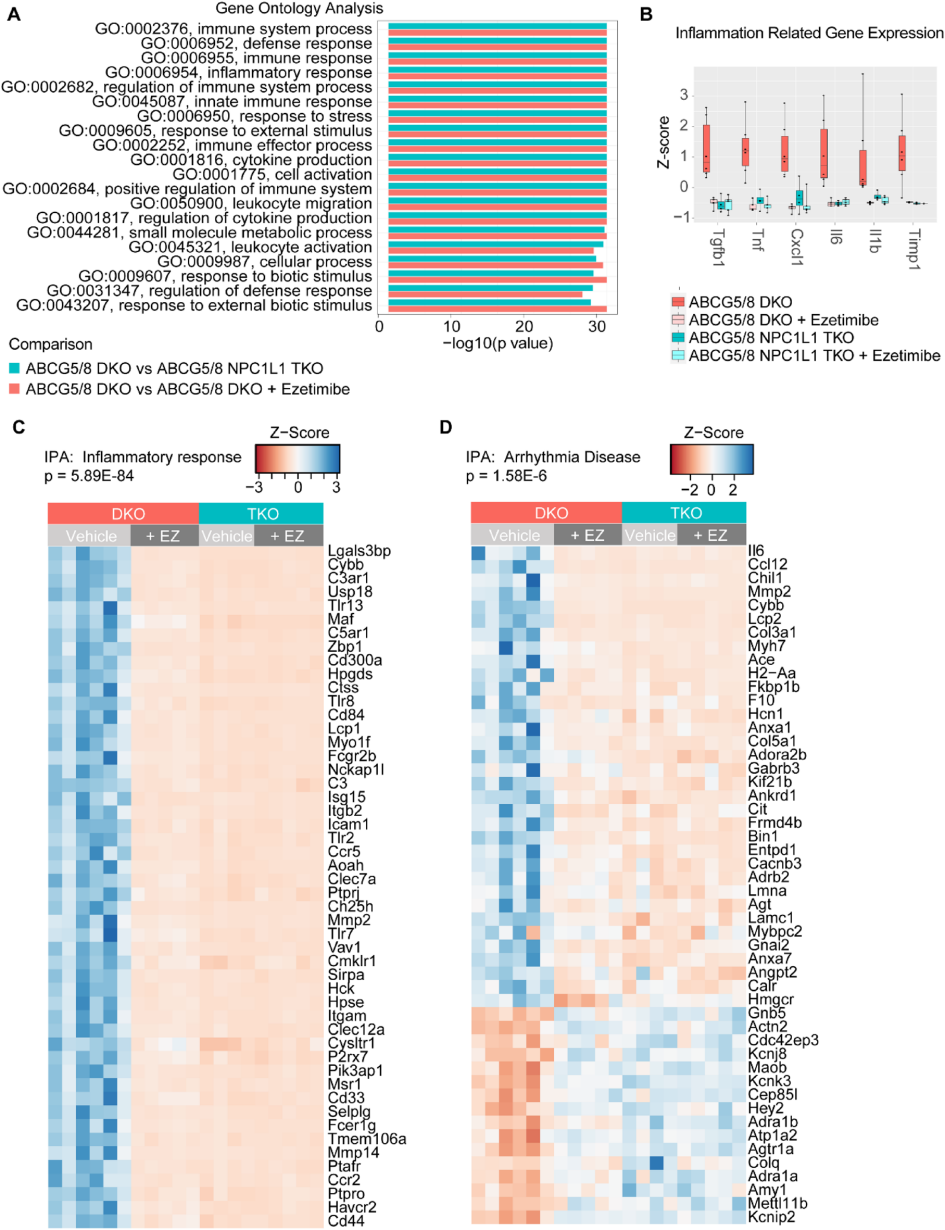
Functional analysis of RNA-seq data. (**A**) Gene Ontology (GO) enrichment analysis of differentially expressed (DE) genes comparing ABCG5/8 double knockout (DKO) samples to ABCG5/8 NPC1L1 triple knockout (TKO) (cyan) or DKO ezetimibe (red) treated samples. *P* values for the top twenty GO categories from the DKO/TKO comparison are plotted. (**B**) Box plots of gene expression (quantile normalized FPKM) Z scores of selected inflammation related genes. Scores of individual samples are overlaid on plots as points. (**C**) Heatmap of gene expression of 50 DE genes with the highest significance in the IPA Inflammatory Response and Arrythmia Disease (**D**) categories. DKO + vehicle: N = 6/group; DKO + ezetimibe: N = 5/group; TKO + vehicle: N = 5/group; TKO + ezetimibe: N = 5/group.

### Phytosterols and cardiac arrhythmia

We hypothesized that increased ventricular arrythmias may be a cause of death for ABCG5/8 DKO mice with phytosterolemia. We evaluated the hypothesis by analyzing ECG recordings collected from anesthetized 22–26 week-old ABCG5/8 DKO mice and wild type littermates. Recordings were collected at baseline. Animals were then simultaneously placed on the phytosterol enriched diet and began either daily ezetimibe (10 mg/kg) or vehicle treatment (QD, p.o.). Recordings were collected again after 4 weeks. Wild type mice were free of ventricular arrhythmias both at baseline and at 4 weeks post-treatment. In contrast, we observed a high level of PVCs and VTs in DKO mice prior to placement on the phytosterol enriched diet. Over 80% of ABCG5/8 DKO mice have premature ventricular contractions (PVC), and over 55% of ABCG5/8 DKO mice have ventricular tachycardia (VT) at baseline (Fig. 7A,B). It is important to note that phytosterols are present in normal chow, and the animals are ingesting phytosterols prior to exposure to the phytosterol enriched diet, which acts to accelerate disease progression. Additionally, the mice used for the ECG studies were older when compared to the other studies we conducted (22–26 weeks vs 12–15 weeks), which may influence disease severity. At the week 4 time point ezetimibe treated mice exhibited a slight decrease in PVCs (90% vs 66%) but a significant reduction in VTs (80% vs 33%) when compared to DKO vehicle treated mice (Fig. 7C).

**Figure 7:**
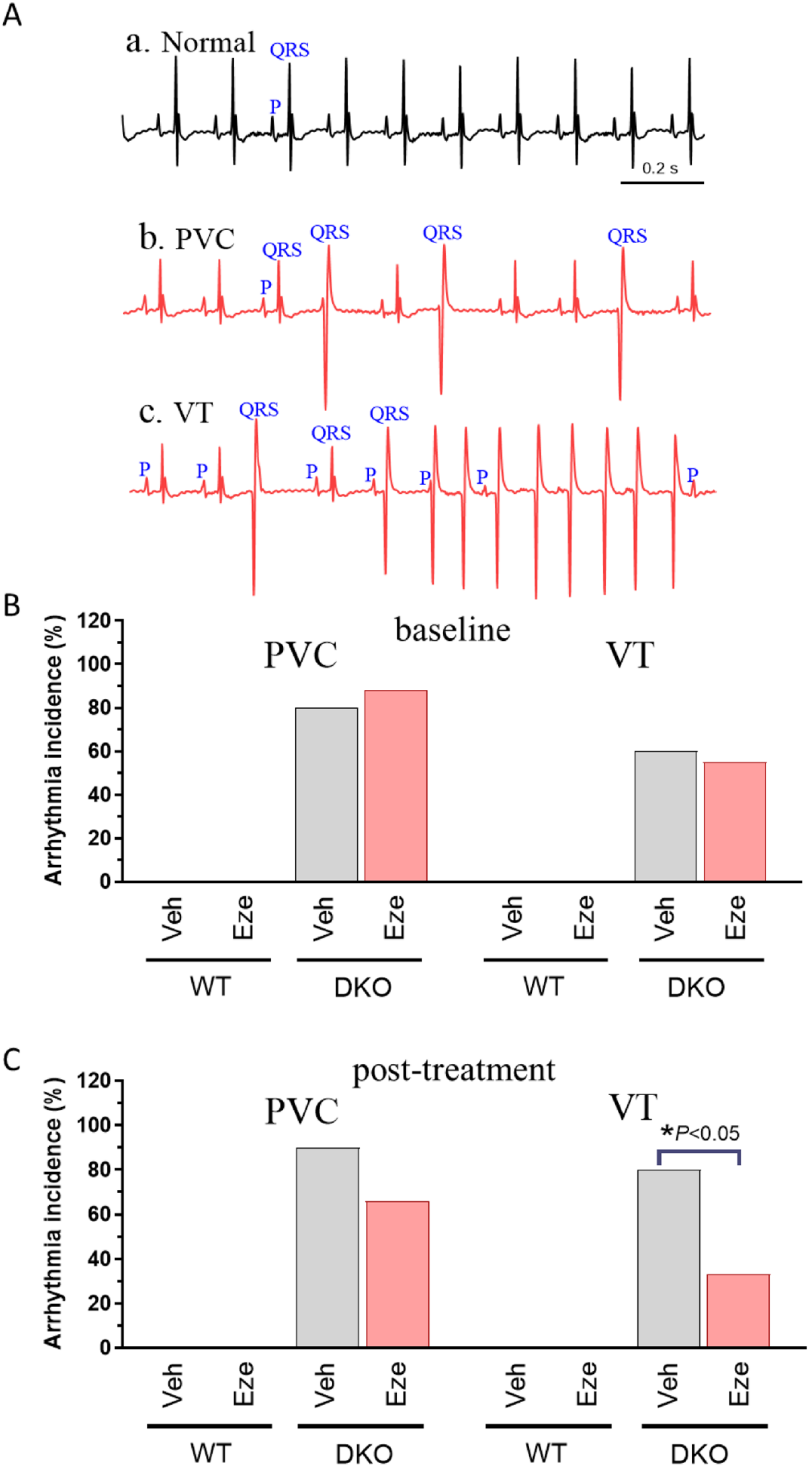
Ezetimibe reduces incidence of spontaneous ventricular arrhythmias in ABCG5/8 DKO mice. (**A**) Spontaneous ventricular arrhythmias in ABCG5/8 DKO mice. ***a***. normal sinus rhythm; ***b***, premature ventricular contraction (PVC); ***c***, ventricular tachycardia (VT). Incidence of ventricular arrhythmias at baseline (**B**) and after vehicle or ezetimibe treatment (**C**). Statistical significance for the incidence of arrhythmias between groups was determined using a Chi-Square test.

## Discussion

We extended our previous study which revealed that phytosterolemia could lead to cardiac fibrosis resulting in premature death^23^. Here, we show that phytosterolemia led to an increase in the incidence of ventricular arrhythmias. Genetic inactivation of NPC1L1 or inhibition with ezetimibe reduced blood phytosterols, inflammation, cardiac fibrosis, ventricular arrhythmias and sudden cardiac death. Through the identification of several novel phytosterolemia associated comorbidities, we now have a better understanding of the underlying pathophysiology that links phytosterolemia to increased mortality in mice. We have shown that the accumulation of phytosterols results in chronic inflammation, cardiac fibrosis, cardiac injury, arrhythmias and death. Our data support a model where phytosterols accumulate in circulation triggering inflammation that results in fibroblast activation. This activation is associated with structural rearrangements to the heart causing cardiac injury and sudden cardiac death (Fig. 8).

**Figure 8:**
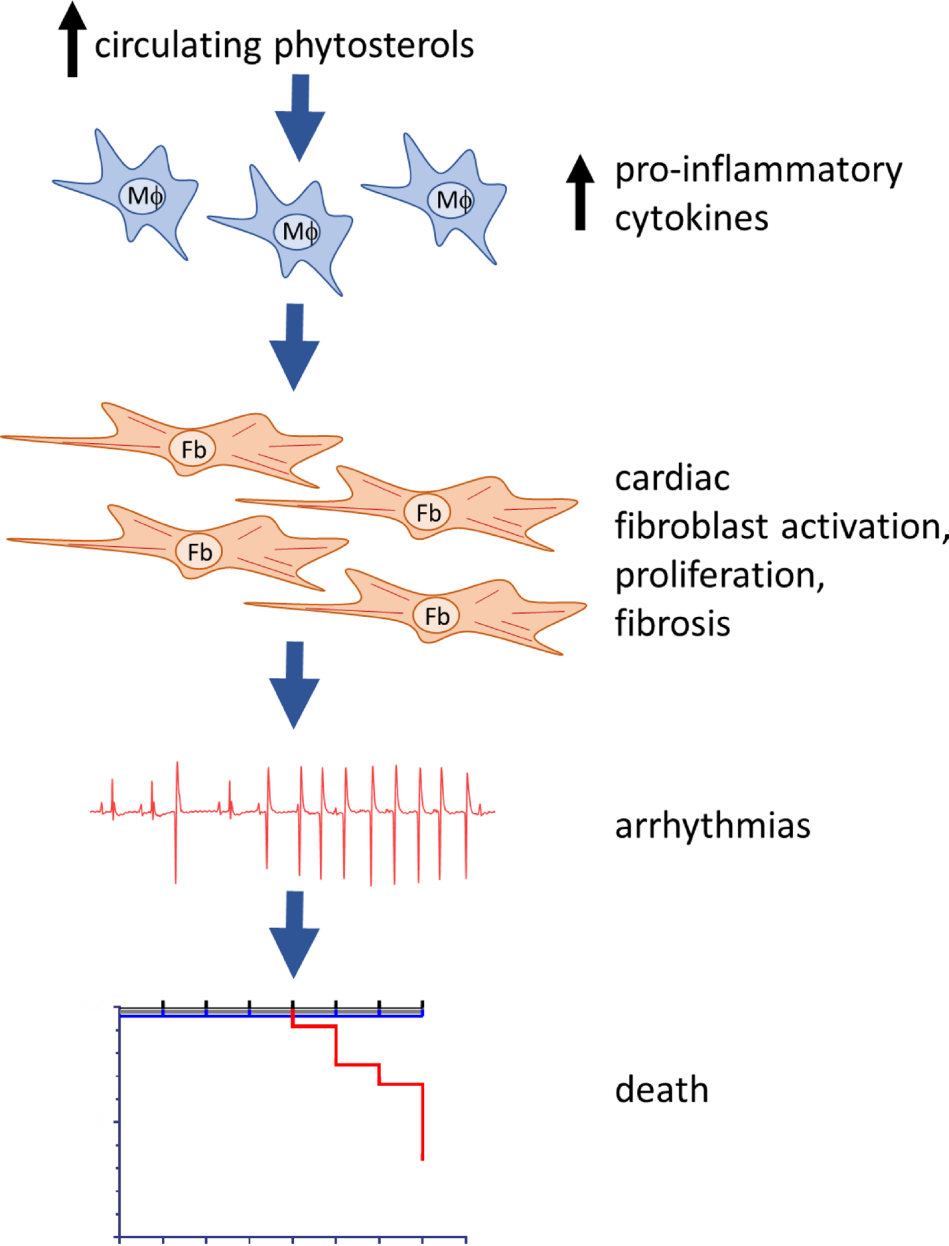
Our data support a model where elevated circulating phytosterols trigger inflammation, leading to fibroblast activation that cause structural rearrangements to the heart causing cardiac injury, arrhythmia and death.

The high incidence of PVCs and VTs is likely the result of fibrosis-induced changes in the molecular architecture of cardiac tissue where individual cells were frequently observed to be separated and compressed. The normal electrical connectivity of cardiac tissue is disrupted and the vulnerability to arrhythmias is increased^33–35^. These anatomical and functional changes have been shown to alter normal cardiac electrical conduction pathways and may explain why phytosterolemia patients are at increased risk of experiencing a myocardial infarction or sudden cardiac death as arrhythmia is often attributed to be the underlying cause^11,36–38^.

Phytosterolemia caused by deleterious mutations within the ABCG5/8 heterodimeric transporter is estimated to affect more than 1 in 200,000 individuals within the general population^36^. Patients with phytosterolemia exhibit elevated circulating phytosterols. Additionally, phytosterol deposition in tissues can reach more than one hundred times normal levels in these individuals. They are also at increased risk of developing cardiovascular disease.

Both phytosterolemia and hypercholesterolemia are commonly described as cardiovascular disorders that are generally assumed to lead to cardiovascular disease through similar pathological mechanisms. While cardiovascular disease is typically driven by hypercholesterolemia-induced vascular atherosclerosis, our work uncovered a distinct pathological mechanism in mice for phytosterolemia-induced cardiovascular related death that is driven by cardiac fibrosis and associated arrhythmias. While there are no known reports of either cardiac damage or ventricular arrhythmias contributing to cardiovascular outcomes for phytosterolemia patients, the His250Tyr coding variant’s association with aortic valve stenosis, heart failure and sudden cardiac death suggests a possible contribution to cardiac injury and mortality. These associations together with our observations in a mouse model of phytosterolemia suggest that an examination of cardiac tissue morphology using cardiac MRI or a related technique as well as screening for ventricular arrhythmias may be warranted.

Phytosterolemia patients are sometimes misdiagnosed with severe hypercholesterolemia as standard analytical methods used to quantify cholesterol are unable to distinguish cholesterol from structurally related phytosterols^23^. This would help to explain why some patients diagnosed with hypercholesterolemia respond poorly to statin therapy, as statins, which inhibit cholesterol synthesis, do not lower circulating phytosterols, as they are solely acquired by dietary absorption^11,39,40^.

Our data indicate that blocking phytosterol absorption through NPC1L1 inhibition can reduce inflammation, cardiac fibrosis, ventricular arrhythmia and death in mice. If our observations in mice translate to phytosterolemia patients, then it will underscore the importance of raising awareness of this disorder, considering the issues surrounding misdiagnosis, the fact that statins are the first line standard of care therapy for hypercholesterolemia and are known to provide limited clinical benefit for phytosterolemia patients relative to the NPC1L1 inhibitor, ezetimibe^36,41–44^.

Our work additionally reveals that a maximum efficacious dose of ezetimibe does not completely inhibit NPC1L1 mediated phytosterol transport in mice with phytosterolemia. The reduced but significantly elevated phytosterols in ABCG5/8 DKO-Eze cohort following a maximum efficacious dose of ezetimibe in comparison with TKO mice may lead to a more gradual development of cardiac fibrosis that was not detectable within the duration of our studies. Given that NPC1L1 genetic inactivation resulted in even lower phytosterol levels raises the possibility that a more potent inhibitor of NPC1L1 mediated phytosterol transport could lower phytosterol levels further and be a more efficacious therapy to treat phytosterolemia. It also raises the possibility that targeting ABCG5/8 with an agonist may represent a particularly valuable therapeutic strategy for phytosterolemia patients.

## Materials and methods

### In vivo

All studies reported in this manuscript follow the recommendations in the ARRIVE guidelines (https://arriveguidelines.org). All rodent studies were conducted at Amgen Inc and were approved by the Amgen Institutional Animal Care and Use Committee (IACUC) and complied with the Final Rules of the Animal Welfare Act regulations (Code of Federal Regulations, Title 9), the Public Health Service Policy on Humane Care and Use of Laboratory Animals in the Office of Laboratory Animal Welfare (2002), and the Guide for the Care and Use of Laboratory Animals from the National Research Council (1996). Mice were housed in ventilated cages on corncob bedding with 12:12 h light:dark cycle. C57B/6-NPC1L1 KO and C57B/6-ABCG5/ABCG8 DKO (B6;129S6-Del(17Abc5-Abc8)1Hobb/J) mice were licensed from Mount Sinai and UT Southwestern, respectively^32,45^. Both lines were backcrossed to C57Bl/6 mice obtained from Charles River to achieve 99–100% homozygosity. The NPC1L1*,* ABCG5/8 TKOs were generated by crossing mice that were heterozygous KOs for both ABCG5/8 and NPC1L1 to each other (Het/Het x Het/Het). Mice were given ad libitum access to food and water. For ezetimibe administration, vehicle or 10 mg/kg ezetimibe (Fisher, 50-753-2773, Cat#163222-33-1) were administered daily via oral gavage for 3 weeks. Mice were euthanized and tissues were excised and fixed in 10% buffered formalin overnight and then transferred to 70% ethanol.

### Echocardiography

Non-invasive echocardiograms were obtained on conscious mice using a Vevo 2100 imaging system. Hair was removed using commercially available depilatory cream the day before, mice were placed on a stage and sonography gel was applied on the thorax. Two-dimensional targeted ‘M-mode’ imaging was obtained from the short-axis view at the level of the papillary muscle. Animals were subsequently wiped clean of sonography gel and returned to their home cage.

### Electrocardiogram (ECG)

The mice were induced with 3% isoflurane and maintained with 1–1.5% isoflurane delivered with COMPAC5 vaporizer. Loss of the right limb reflex by applying a strong toe pinch was used to judge the depth of the anesthesia plane before starting the procedure. Mice were then placed in a dorsal recumbence position on a heated pad. The limbs were fixed with tape. After ECG recording, mice were allowed to wake up prior to being returned to their cage.

A six lead (I, II, III, aVF, aVL, aVR) electrocardiogram (ECG) was recorded using a digital acquisition system (Biopac, MP160) from subdermal ECG needle electrodes (29 gauge, 12 mm long; AD Instruments) inserted subcutaneously into the left and right forelimbs and into the left hindlimb. The surface ECG tracings were filtered using a high pass setting of 1 Hz and a low pass setting of 150 Hz. The signal was acquired for 5 min using AcqKnowledge 5 software.

ECG was manually analyzed offline. Arrhythmic events, specifically, premature ventricular contraction (PVC) and ventricular tachycardia (VT) were carefully examined to determine the arrhythmia incidence in mice. PVC was counted as positive for a mouse when the average PVC occurrence is ≥ 1 PVC/per minute. The occurrence of 3 consecutive ventricular beats was counted as VT positive. A Chi-Square Test was used to determine the statistical significance of incidence between groups.

#### LC–MS/MS

Plasma samples were analyzed using liquid chromatography with tandem mass spectrometry (LC–MS/MS, performed by Metabolon Inc., Durham, NC) for the contents of the following sterols (after hydrolysis of sterol esters): cholesterol, β-sitosterol, campesterol, and stigmasterol. Sample analyses were carried out in a 96-well plate format containing two calibration curves and six QC samples (per plate) to monitor method performance. The mass spectrometer was operated in selected ion monitoring (SIM) mode. The masses of the extracted ions were 458.4 (cholesterol), 382.4 (campesterol), 396.4 (β-sitosterol), and 523.2 (stigmasterol). *Histology*—Following paraffin embedding, tissue sections were stained with hematoxylin and eosin (H&E) (Biocare IPCS5006G20), and trichrome using standard protocols. Images were obtained using Aperio Digital Pathology Slide Scanner (Leica Biosystems) and Aperio ImageScope v12 software. The evaluation of slides was done by board-certified veterinary pathologist based on following scoring criteria: (0) no fibrosis, (1) minimal fibrosis (barely noticeable interstitial or focal replacement fibrosis), (2) mild fibrosis (easily detectable multifocal interstitial or replacement fibrosis), (3) moderate fibrosis (consistently observed in all chambers and interconnected lattice of fibrosis), (4) severe fibrosis (same as 3 with large fibrotic areas of replaced cardiac tissue).

### Circulating cytokines

Serum TNF-alpha, KC/GRO and TIMP-1 concentrations were measured at week 3 using the MSD V-PLEX Cytokine Panel 1 Mouse Kit (K15245D) and the R&D Systems Mouse TIMP1 Quantikine ELISA Kit (MTM100), respectively. These assays were performed as described within the product protocols.

### Bulk RNA Seq and associated analyses

150 ng of total RNA with ERCC spike-ins was used as input for the TruSeq Stranded mRNA Library Prep (Illumina). Libraries were sequenced on an Illumina HiSeq4000 to a minimum depth of 30 million 150 × 150 paired-end reads. Alignment and quantification were performed using Oshell v10.0.1.111^46,47^. Reads were aligned to the OmicsoftGencode.V19 mouse reference based on GRCm38. Quantile normalization of FPKM values was performed using the 70th percentile of gene expression according to the following formula: FPKQ = 10 FPKM/(FPKM 70th Percentile)^48^.

Principal component analysis (PCA) was performed using the prcomp function in R on centered and scaled log transformed FPKQ data of genes detected in at least one sample. This analysis identified a single outlier (TKO no treatment sample) that was removed from downstream analyses. DEseq2 v1.26.0 was used to identify differentially expressed (DE) genes, DKO untreated vs treated or DKO vs TKO, using count data and the Wald test to determine *P* values^49^. Gene Ontology enrichment analysis was performed on DE gene analysis *P* values using the topGO package v2.31.1^50^. Further functional analysis of DE genes was performed using IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis;^51^).

### Quantification and statistical analysis

All data are reported as the mean ± S.E.M. The differences between the mean values were tested for statistical significance by one-way ANOVA as indicated in the figure legends.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

All data generated and analyzed during this study are included in this article and supplementary information files. Sequencing data has been deposited in GEO under the accession GSE173123. Additional data and information about this study are available from the corresponding author on request. Further information and requests for resources and reagents should be directed to the lead contact, Dr. Brandon Ason ().

# Supplementary material for: Phytosterol accumulation results in ventricular arrhythmia, impaired cardiac function and death in mice
**Source:** Sci Rep. 2021 Aug 31;11:17449. doi: 10.1038/s41598-021-96936-x
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplemental Fig. 1. No significant difference in heart to brain weight ratios observed for the ABCG5/8 DKO relative to their littermates when fed a phytosterol enriched diet for 7 weeks.** DKO - ABCG5/8 double knockout, TKO – ABCG5/8, NPC1L1 triple knockout. Individual data points (circles) are shown together with the sample mean (bar) ± SEM. Significance measured by one-way ANOVA - Tukey post-test.

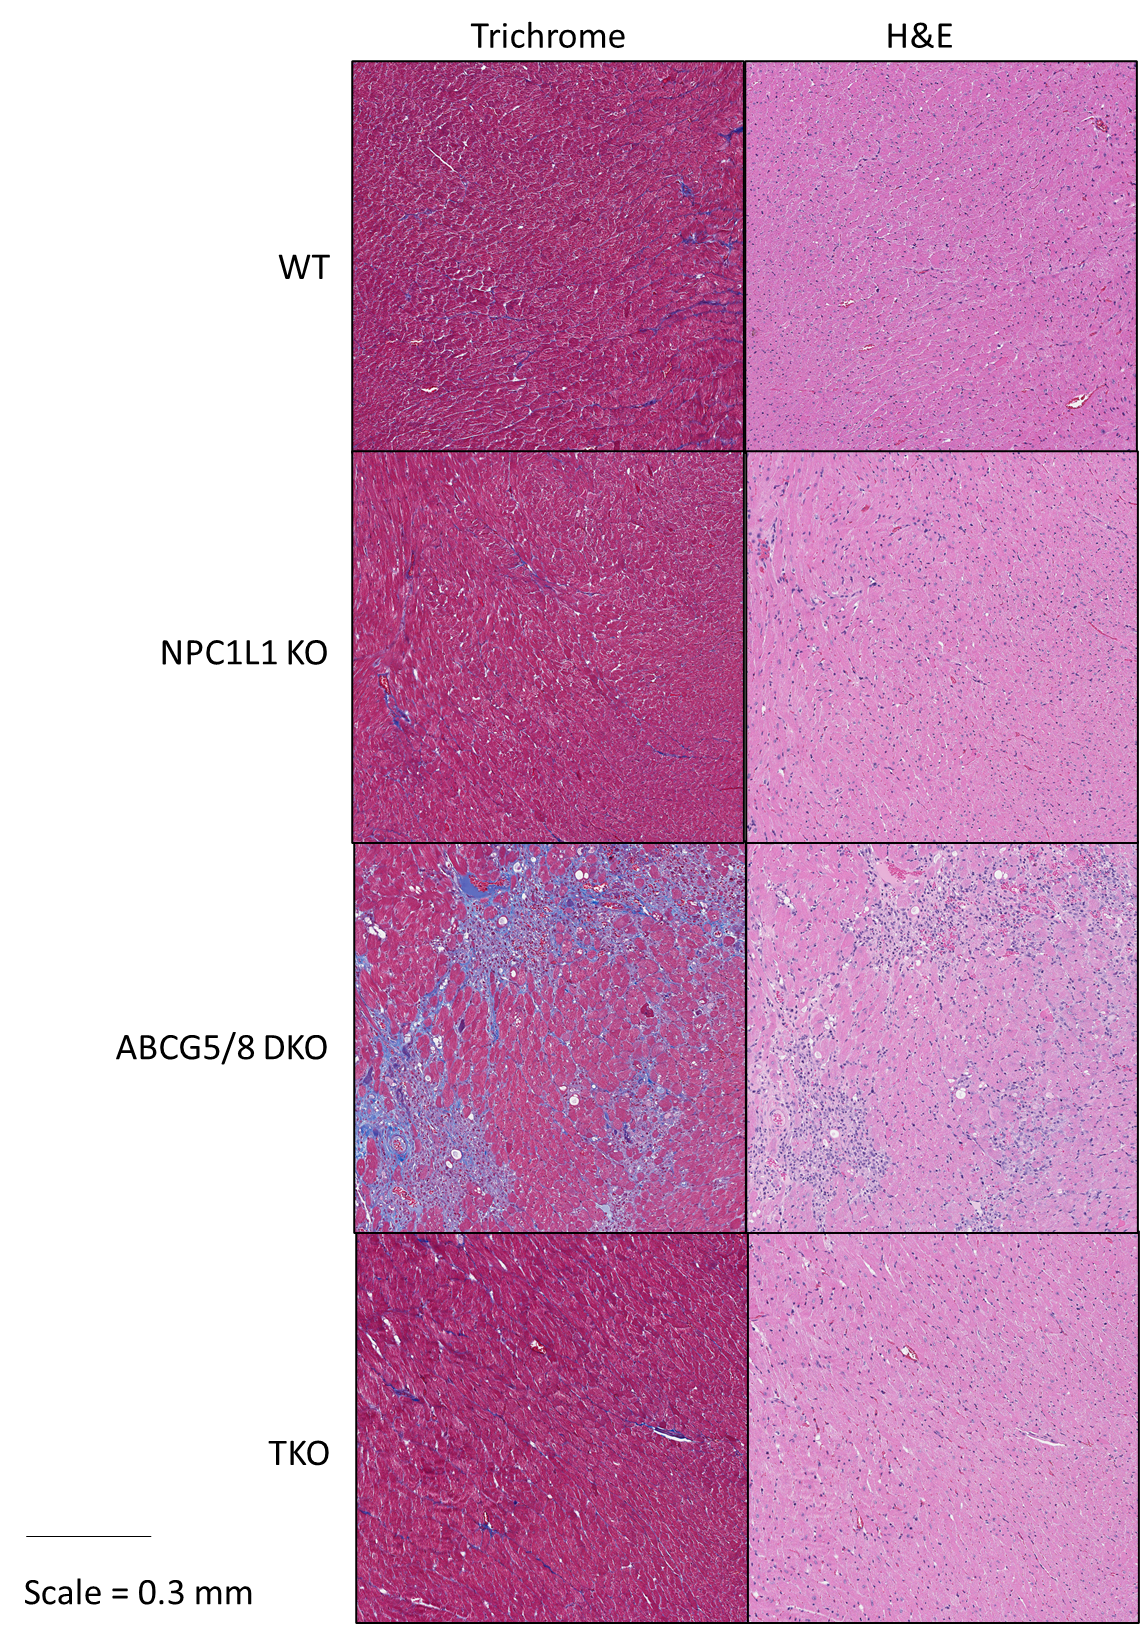

**Supplemental Fig. 2. Representative images of cardiac tissue ffrom WT, NPC1L1 KO, ABCG5/8 DKO and NPC1L1, ABCG5/8 TKO at 7 weeks following the switch to the phytosterol enriched diet are shown.** Scale bar equal 0.3 mm.

## Supplemental Fig. 3. The ABCG5/8, NPC1L1 TKO does not exhibit lower body weight observed in the ABCG5/8 DKO littermates. The ABCG5/8 DKO, C57Bl/6 WT, NPC1L1 KO, and ABCG5/8, NPC1L1 TKO littermates were 20 weeks old when they were placed on the phytosterol enriched diet (week 0). The DKO littermates weigh less prior to being placed on the phytosterol enriched diet. The difference in body weight for the DKO mice relative to their littermates became more pronounced following 7 weeks of phytosterol enriched diet feeding. DKO - ABCG5/8 double knockout, TKO – ABCG5/8, NPC1L1 triple knockout. WT: N = 15/ group; NPC1L1 KO: N = 21 / group; TKO: N = 13 / group; DKO: N = 12 /group when mice were switched to the phytosterol enriched diet.

**Supplemental Fig. 4. Representative images of cardiac tissue from ABCG5/8 DKO and NPC1L1, ABCG5/8 TKO mice following 3 weeks of vehicle or ezetimibe (10 mg/kg, QD) treatment.** Scale bar equal 0.2 mm.

How the deposited data were processed for this re-analysis (not part of the article)

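Heart RNA was sequenced from mice labelled as lacking Abcg5 and Abcg8 (DKO) or Abcg5, Abcg8 and Npc1l1 (TKO), fed a phytosterol-enriched diet with vehicle or ezetimibe. Of the 20 libraries analysed here, 6 were labelled DKO vehicle, 5 DKO ezetimibe, 4 TKO vehicle and 5 TKO ezetimibe, and each library was mapped to its group by its labels. The paper gives N = 5 for TKO vehicle, and its methods name a TKO sample removed as an outlier.

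The authors prepared stranded mRNA libraries, aligned and quantified paired-end reads with Oshell on a GRCm38 reference, and deposited estimated counts per gene without normalization. The authors also deposited FPKM values rescaled in each sample to the 70th percentile of gene expression, called FPKQ. The count table held 53345 genes, with 0 ERCC spike-in entries and 0 mitochondrially encoded genes. The tests had been planned for whole-number counts. Because 22.7% of the values above 0 were not whole, the estimated counts were rounded to whole numbers before each count test. No column was left unmapped.

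Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 counts in at least 4 libraries were tested, normalized by TMM, in 1 fit with a mean per group and no covariate. The quasi-likelihood test of edgeR was used for the comparisons of groups and for the genotype by treatment interaction, with Benjamini-Hochberg adjustment and a threshold of 0.01. Standard errors were derived from the log2 fold change and the F statistic. Levels are given as CPM with TMM factors. Principal components were computed from centred and scaled log2(FPKQ + 1). The paper's text names a log transform without a pseudocount, and 1 was used. Gene list scores are means of log2(CPM + 1) over the list, compared by exact two-sided permutation tests of the difference in means. Reactome sets were taken from fgsea 1.28.0 and tested by Fisher's exact test against the other tested genes with a Reactome annotation. The annotations used for GO and IPA were not used here. Gene positions come from GENCODE mouse release 21 on GRCm38, which gave a position for 16538 of the tested genes, whereas the authors counted on another GENCODE release.

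Genes are named by a rule set before the data were examined. The rule covers the genes of Fig. 6B, the genes of Fig. 6C and 6D with the largest log2 fold change in each direction or not past the threshold, the targeted genes, genes in opposite directions, genes at the top of the paper's supplementary table, and up to 5 genes per direction and comparison with the largest log2 fold change among DE genes whose groups did not overlap. Genes named outside that rule were chosen after their values were seen.

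Libraries held from 25.9 to 41.3 M estimated counts, and 3 counts corresponded to at most 0.119 CPM. On simulated counts drawn for the 16658 tested genes, with 200 genes changed, edgeR called 143 of the changed genes (71.5%), each in the right direction, and 1 unchanged gene. DESeq2 called 148 changed and 11 unchanged genes on the same simulated counts.

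Alternatives set before the data were examined were RLE size factors, no filter, 10 counts in every library, DESeq2 1.42.0, limma-voom with limma 3.58.1, an adjusted p below 0.05, at least a 2-fold change, only the groups compared in the fit, the TKO groups pooled, other pseudocounts, filters and scalings for the principal components, and leaving out each library in turn. Alternatives chosen after the data were examined were DESeq2 on counts truncated to whole numbers, removal of the 5 copies of mitochondrial genes on chromosome 1, offsets for GC content and length, airway and hepatocyte gene scores as covariates, and counts thinned to the smallest library.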

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

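The tests of airway and liver genes in DKO vehicle hearts and of genes near Npc1l1 were set before the data were examined, though the statistic deciding the first and the window of 10 Mb for the second were chosen later, and every other test here was chosen after its result was seen.

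Npc1l1 was the clearest departure from the labels. Its mean was 7.62 CPM in hearts labelled TKO, with a lowest library of 6.69 CPM, and the text of the paper does not report Npc1l1 RNA in the heart. In replicate 10 of DKO vehicle it was 0.358 CPM, apart from the other DKO vehicle libraries, of which the next highest had 0.144 CPM. A single exchanged sample would lie in the range of the other genotype, and the count of such libraries was 0. That count restates the separation of the genotypes and is no separate test. An exchange of the DKO and TKO labels throughout may give this pattern, and so may transcripts of an altered allele that are counted on the gene. Counts per gene do not show which part of the gene the reads came from. The treatment response weighs against an exchange throughout, since 4725 genes were DE between vehicle and ezetimibe in hearts labelled DKO and 0 in hearts labelled TKO (948 at an unadjusted p below 0.05). The Fig. 6C score did not differ in hearts labelled TKO either (exact two-sided permutation p = 0.42), though its genes were chosen by the paper from these samples. Under an exchange, ezetimibe would have acted mainly in mice without NPC1L1. Some difference by treatment was present in hearts labelled TKO, where DESeq2 called 12 genes and clock genes differed, as described below. Transcripts of an altered allele remain, and no biological explanation was tested.

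Between libraries labelled DKO ezetimibe and TKO ezetimibe, 5 DE genes other than Npc1l1 lay within 10 Mb of it on chromosome 11 (Ccdc157, Emid1, Pik3ip1, Ccm2 and 8430429K09Rik, named after their values were seen). These were 5 of the 92 tested genes in the window, against 5 of 16445 elsewhere (Fisher's exact test, p = 1.2e-09, Benjamini-Hochberg adjusted p = 1.4e-08 over 12 tests). Sequence of another strain carried along with the targeted locus is a candidate explanation for part of this. It predicts the same difference in each pair of a DKO and a TKO group, and 3 of the 5 genes (Ccdc157, Emid1 and Ccm2) were DE in the same direction in all 4 pairs, whereas Pik3ip1 and 8430429K09Rik were not. The window was also enriched between DKO ezetimibe and TKO vehicle (4 of 92 genes, Benjamini-Hochberg adjusted p = 0.00031) and between DKO vehicle and TKO ezetimibe (41 of 92, adjusted p = 0.012), and not between DKO vehicle and TKO vehicle (34 of 92, adjusted p = 0.099). An effect of the Npc1l1 alteration on its neighbours was not tested.

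The genotype by treatment interaction was past the threshold for 1817 genes. Of 100 assignments of the libraries, 2 gave as many, the real one included, and the other gave 2438. With the airway and hepatocyte scores as covariates the interaction count was 509, of which 491 were among the 1817, so that RNA of other tissues in some hearts does not account for all of it. How much of the rest it accounts for was not settled. The direction rests on the labels of genotype.

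Airway genes were high in hearts of more than 1 group. The list, written before the data were examined, includes some genes from the top of the paper's supplementary table. The airway score reached 4.2 in replicate 11 of TKO ezetimibe, where the secretoglobin gene Scgb1a1 had 11483 counts, and 3.35 in replicate 12, and lay between 0.314 and 4.27 in DKO vehicle hearts. In TKO vehicle, replicate 3 stood apart with a score of 1.1, against 0.469 for the next highest. Of the 6 DKO vehicle hearts, 4 had an airway score above each DKO ezetimibe heart, whereas the prediction for carry-over was 1 or 2 hearts and that for a change in DKO vehicle was all 6. For the hepatocyte score it was 5 of 6. The TKO vehicle hearts were also all above the DKO ezetimibe hearts in hepatocyte score (exact two-sided permutation p = 0.0079), so that liver genes were not particular to DKO vehicle. The Fig. 6C score of TKO ezetimibe replicate 11 was 2.53, within the range of the other TKO hearts, so that airway RNA was present there without the inflammatory genes. Conversely, DKO vehicle replicates 5 and 8 had airway scores of 0.314 and 0.42 with Fig. 6C scores of 5.22 and 5.3. An induction of airway genes along with the inflammatory genes in every DKO vehicle heart was thus not seen. Tissue carried over at dissection may account for the airway genes, although more hearts had them than the 1 or 2 predicted.

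Skeletal muscle genes stood apart in single hearts, with a score of 3.94 in DKO vehicle replicate 9 (next highest 2.8), 4.86 in TKO vehicle replicate 3 (next highest 2.63) and 2.71 in TKO ezetimibe replicate 15 (next highest 2.55). Cxcl1 was 1.33 CPM in TKO ezetimibe replicate 13, against 0.673 CPM for the next highest. Over 14 measures, 6 of 56 groups had such a library, where about 2.8 would by chance. No biological explanation was tested for these libraries.

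Clock genes differed between vehicle and ezetimibe in hearts labelled TKO, although no gene was DE there (948 at an unadjusted p below 0.05). Of the 14 genes of a list written before the data were examined, 8 had an unadjusted p below 0.05, against 5.65% of other genes (Fisher's exact test, p = 2.4e-07). The treatment log2 fold changes of the list in DKO and TKO libraries had a Pearson r across genes, which are not independent replicates, of 0.949 (permutation p = 1e-05, the smallest possible) and a Spearman rho of 0.815 (permutation p = 0.00067). Arntl, named after its values were seen, was 5.11 ± 1.08 CPM (SD, n = 4) in TKO vehicle and 1.76 ± 0.486 CPM (SD, n = 5) in TKO ezetimibe (exact two-sided permutation p = 0.0079, the smallest possible). A difference in the time of day at collection may explain this, but the Fisher's test (p = 2.4e-07) measures the observation that prompted it and is no separate evidence. A response to ezetimibe that does not need NPC1L1 would give the same and cannot be told apart from it. Time of day, if it differed, would also bear on the comparison of DKO vehicle with DKO ezetimibe libraries.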

How the results depend on the processing

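Results below hold for the alternatives named in the processing summary, of which DESeq2 on truncated counts, removal of mitochondrial copies, GC content and length offsets, airway and hepatocyte covariates and thinning were chosen after the data were examined. The 50 genes of Fig. 6C stayed past the threshold in each setting except 10 counts in every library, where 48 did. Numbers that moved by more than 1.5 times follow, and the cause was not tested.

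With no filter, 2 genes were DE between TKO vehicle and TKO ezetimibe. With 10 counts in every library, 7 genes were DE between DKO ezetimibe and TKO ezetimibe, 2 between the TKO groups and 2 in opposite directions, and 3 of the Fig. 6B genes were called. DESeq2, on rounded or truncated counts, gave 217 genes between DKO ezetimibe and TKO vehicle, 48 between DKO ezetimibe and TKO ezetimibe, 12 between the TKO groups and 3 in opposite directions. Limma-voom gave 5 genes between DKO ezetimibe and TKO ezetimibe. With an adjusted p below 0.05 the counts were 126, 26 and 3 for these comparisons in the same order, 3581 for the interaction, 2066 for shared genes lower in DKO vehicle and 9 in opposite directions.

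With at least a 2-fold change, DKO vehicle differed from DKO ezetimibe, TKO vehicle and TKO ezetimibe by 1847, 1860 and 1978 genes. DKO ezetimibe and TKO vehicle differed by 21, the interaction had 1057, shared genes were 1342 higher, 85 lower and 0 opposite, 20 Fig. 6D genes were called, and 29.1% of Reactome immune system genes were higher. With only the groups compared, DKO vehicle differed from TKO vehicle by 2658 genes, DKO ezetimibe from TKO vehicle by 155 and from TKO ezetimibe by 48, and shared genes were 1558 higher and 727 lower. Pooling the TKO groups gave 0 genes in opposite directions, GC content and length offsets gave 2, and thinning gave 2 together with 2 genes between the TKO groups.

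With airway and hepatocyte covariates, DKO vehicle differed from DKO ezetimibe by 1025 genes, 1011 of them shared with the 4725. The other counts were 13 between DKO ezetimibe and TKO vehicle, 6 between DKO ezetimibe and TKO ezetimibe, 509 for the interaction, 895 shared higher, 86 shared lower, 0 opposite and 11 for Fig. 6D, and 25.3% of Reactome immune system genes were higher. Reversed log2 fold changes were 0.0607 for Adra1b and 0.00599 for Cdc42ep3 relative to DKO ezetimibe, -0.124 for Scgb3a1 relative to TKO vehicle and -1.33 for Scgb1a1 in the interaction. The scores explained 70.8% of the grouping of DKO vehicle and DKO ezetimibe, so that a lower count can also come from lost information.

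PC1 carried 41.89% of the variance over genes with an FPKQ of at least 1 and 49.59% with genes not scaled. Leaving out each library in turn gave from 3764 to 5265 genes between DKO vehicle and DKO ezetimibe, 3668 to 4884 relative to TKO vehicle, 4161 to 5588 relative to TKO ezetimibe, 19 to 31 and 5 to 11 between DKO ezetimibe and TKO vehicle or ezetimibe, 0 to 2 between the TKO groups, 1329 to 2333 for the interaction, 2034 to 2603 shared higher, 960 to 1386 shared lower, 0 to 2 opposite, 27 to 38 for Fig. 6D, 4 to 6 for Fig. 6B, 41.3% to 46% for immune system genes, and a PC1 share from 23.72% to 27.34%. For single named genes over 111 genes and comparisons, 2312 values kept direction and side of the threshold, 241 were weaker, 90 stronger and 4 reversed.

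Spike-in size factors and removal of mitochondrially encoded genes were not run, since the counts held 0 of either. No paired analysis was possible because no replicate number is shared between groups. Depth limits Il6, Il1b and Tnf, which had at most 14 counts in any TKO ezetimibe library.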

Differences from the paper's values

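The paper tested with DESeq2 and edgeR was used here. Genes DE in opposite directions numbered 1 (Per2), against the paper's value of 3. Of the alternatives set before the data were examined, DESeq2 gave 3 genes, and 10 counts in every library, and fits without DKO vehicle replicate 7, DKO vehicle replicate 8 or DKO ezetimibe replicate 16, each gave 2, within 1.5 times the paper's number. The other 19 of these 24 alternatives did not.

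DESeq2 on counts truncated to whole numbers, an alternative chosen after seeing the values, gave the paper's numbers of 5548 and 5166 DE genes, 2562 and 1565 shared genes, and 3 genes in opposite directions, which were Per2, Slc41a3 and Gm45819. With edgeR the corresponding numbers were 4725, 4456, 2357 and 1208.

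The paper shows the genes of Fig. 6D as DE and does not state in which comparison. DESeq2, on rounded or on truncated counts, called all 50 relative to TKO vehicle and 42 relative to DKO ezetimibe, and edgeR called 42 and 38 in the same order. In both comparisons, edgeR called 34 and DESeq2 42, limma-voom and RLE size factors 35, GC content and length offsets 37, and an adjusted p below 0.05 called 44. Of the 1997 genes read from each sheet of the paper's supplementary table, 1912 were tested against DKO ezetimibe and 1760 of them called, and 1948 were tested against TKO vehicle and 1819 called. Of the first 50 rows of each sheet, fewer were called. Against DKO ezetimibe 42 of these were tested and 36 called, and against TKO vehicle 43 were tested and 30 called. The genes read were part of the paper's 5548 and 5166 DE genes, so the full lists were not compared. For TKO vehicle the paper gives N = 5, and 4 libraries were analysed here.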

Other observations

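The tests of cholesterol synthesis genes, of cardiomyocyte genes and of other splits of the TKO libraries were set before the data were examined, though the difference of ion channel and cardiomyocyte scores was chosen later as the statistic, and the other tests here were chosen after the result was seen.

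Other splits of the same libraries were drawn 100 times for each result, the real split included. For each comparison of DKO vehicle and for DKO ezetimibe against each TKO group, 1 of 100 splits gave as many DE genes, the real one. The same held for the shared, opposite, Fig. 6B, Fig. 6C, Fig. 6D and Reactome results. The genes of Fig. 6C and 6D are the paper's calls on the real grouping, so their splits are no separate evidence. No other split gave shared genes in the same direction either, so the count in opposite directions tests little. At an unadjusted p below 0.05, 2 of 100 splits gave as many genes for DKO ezetimibe against TKO vehicle and 4 against TKO ezetimibe. For DKO vehicle against TKO vehicle, another split gave 3382 DE genes. Between the TKO groups, 30 of 100 splits gave as many genes at an unadjusted p below 0.05.

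The count of 4725 DE genes between DKO vehicle and DKO ezetimibe was 5134 with GC content and length offsets, 4595 with counts thinned to the smallest library and 4730 without the mitochondrial copies on chromosome 1, so that none of these accounted for it. With airway and hepatocyte covariates it was 1025. RNA from other tissues in some hearts may account for part of the difference. The scores followed this grouping, however, so that this cannot be told apart from a loss of information. Relative to TKO vehicle, the same covariates left 3116 DE genes, of which 2960 were among the 4456 of the main fit. Relative to TKO ezetimibe they left 3480, of which 3428 were among the 4989. The scores explained less of these groupings, 38.7% and 20.4% in the same order.

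Macrophage genes remained higher in DKO ezetimibe than in TKO ezetimibe hearts. The score of 10 genes was 5.07 ± 0.129 (SD, n = 5) against 4.51 ± 0.0944 (SD, n = 5), a difference of 0.56 with every DKO library above every TKO library (exact two-sided permutation p = 0.0079, the smallest possible, Benjamini-Hochberg adjusted p = 0.025 over 150 tests). Over 5 scalings the difference lay between 0.518 and 0.597 and with thinned counts it was 0.568, with the groups apart each time (largest exact p = 0.0079). No list member lay near Npc1l1, so that leaving out such members was no test of a strain variant. The Fig. 6C score differed the same way (exact p = 0.0079). Relative to TKO vehicle the macrophage difference was 0.643 with overlapping libraries (exact p = 0.016). A residual response to phytosterols under ezetimibe is a hypothesis that would give this. The paper reports lower plasma phytosterols in TKO mice than in DKO mice given ezetimibe, a difference that the hypothesis needs. The hypothesis rests on the genotype labels, however, and the pattern cannot be told apart from a strain variant near Npc1l1.

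Cholesterol synthesis genes were lower in DKO ezetimibe than in DKO vehicle, by 0.171 on the log2 scale (exact two-sided permutation p = 0.0022). A sterol feedback that depends on genotype predicted lower scores than in both TKO groups. The score was lower than in TKO vehicle (exact p = 0.016, overlapping libraries) and not different from TKO ezetimibe (exact p = 0.12), so that the hypothesis remains open.

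Cardiomyocyte genes were lower in DKO vehicle than in DKO ezetimibe (difference in score -0.602, exact two-sided permutation p = 0.0043), whereas a fall in ion channel genes was not established (difference -0.181, exact p = 0.25, overlapping libraries). The ion channel score minus the cardiomyocyte score was higher by 0.421 in DKO vehicle (exact two-sided permutation p = 0.0022, 6 against 5 hearts). A change in cell composition predicted an equal fall and a separate loss of ion channel genes a larger fall of these, and neither was seen. The prediction of an equal fall holds only if both lists are expressed in cardiomyocytes alone, which was not tested. The log2 fold changes of the 24 ion channel genes ranged from -1.4 to 1.19, so that the smaller fall does not count against a change in composition. The smaller change of ion channel genes was also seen in log2 fold changes from edgeR, which do not use the pseudocount of the scores, with a median of -0.545 for cardiomyocyte genes and -0.249 for ion channel genes. What lowered the cardiomyocyte genes was not settled.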
